# Adipocyte-derived FABP4 promotes metabolism-associated steatotic liver–induced hepatocellular carcinoma by driving ITGB1-mediated **β**-catenin activation

**DOI:** 10.1172/JCI182322

**Published:** 2025-12-15

**Authors:** Carmen Oi Ning Leung, Shilpa Gurung, Katherine Po Sin Chung, Rainbow Wing Hei Leung, Martina Mang Leng Lei, Mandy Sze Man Chan, Gregory Kenneth Muliawan, Shakeel Ahmad Khan, Xue Qian Wu, Jun Yu, Hui Lian Zhu, Yin Ying Lu, Stephanie Ma, Xiaoping Wu, Ruby Lai Chong Hoo, Terence Kin Wah Lee

**Keywords:** Hepatology, Oncology, Adipose tissue, Integrins, Liver cancer

## Abstract

Metabolic dysfunction–associated steatotic liver disease–induced (MASLD-induced) hepatocellular carcinoma (HCC) is an emerging malignancy linked to excessive accumulation of adipose tissue and hepatic fat. Understanding the role of adipocytes in the development of MASLD-induced HCC is crucial. In an in vitro coculture system, differentiated adipocytes were found to enhance cancer stemness and drug resistance in HCC through paracrine signaling. Fatty acid–binding protein 4 (FABP4) was preferentially secreted by adipocytes, and recombinant FABP4 further augmented the cancer stem cell (CSC) properties of HCC cells. Notably, *Fabp4^–/–^* mice exhibited a marked delay in the progression of MASLD-HCC, which correlated with the increased HCC risk observed in MASLD patients with elevated FABP4 expression. Mass spectrometry analysis identified integrin β 1 (ITGB1) as a binding partner of FABP4. These data, together with a substantial downregulation of the Wnt/β-catenin pathway in *Fabp4^–/–^* mouse tumors, revealed that FABP4 augmented liver CSC functions by activating PI3K/AKT/β-catenin signaling via ITGB1. We developed an anti-FABP4 neutralizing antibody that successfully inhibited FABP4-driven CSC functions and suppressed MASLD-induced HCC. In conclusion, our findings indicate that adipocyte-derived FABP4 plays a critical role in the development of MASLD-induced HCC and targeting the ITGB1/PI3K/AKT/β-catenin signaling cascade may offer a promising approach to combat this aggressive disease.

## Abstract 2

No approved drugs exist for MASLD-induced HCC. Targeting adipocyte-derived FABP4 may offer a new treatment approach, blocking cancer stem cell-driven tumor growth.

## Introduction

Liver cancer ranks as the third deadliest malignancy worldwide (1). Hepatocellular carcinoma (HCC), which accounts for approximately 90% of primary liver cancers, typically arises in a background of chronic liver disease caused by HBV or HCV infection, alcohol-associated liver diseases, or the increasingly common metabolic dysfunction–associated steatotic liver disease (MASLD) (2, 3). The global prevalence of MASLD is approximately 25%, and MASLD has become not only the most common chronic liver disease but also a public health crisis (4). It is diagnosed as MASLD if hepatic steatosis is accompanied by either obesity or overweight, type 2 diabetes mellitus, or evidence of metabolic dysregulation (5, 6). Metabolic dysfunction–associated steatohepatitis (MASH), one of the large subtypes in MASLD (7), is diagnosed when there is inflammatory activity and hepatocyte injury present in a fatty liver tissue (2, 8, 9). With the increasing incidence of obesity and diabetes, MASH is becoming the fastest growing etiology of HCC (10–12). Although recent studies suggested that the prevalence of HCC increased 11.5-fold in patients with MASH (13), the pathogenesis and molecular mechanisms underlying the onset of these conditions are still poorly understood. Currently, therapeutic strategies specifically targeting MASLD-induced HCC are limited (14, 15). Standard treatments for virus-associated HCC, such as molecular targeted therapies, antiangiogenic therapies, and immune checkpoint inhibitors, are also employed for MASLD-induced HCC but are frequently ineffective (16). Therefore, identifying new therapeutic targets and effective strategies for MASLD-induced HCC is crucial.

While MASLD is recognized as a risk factor for HCC, our understanding of its impact on the development of HCC is still limited. Current studies suggest that MASLD induces combined stresses, such as oxidative stress and chronic inflammation, promoting malignant transformation of hepatocytes through regenerative proliferation and fibrotic remodeling, both of which contribute to tumor development (17–20). The progressive accumulation of cellular defects, including mutations, and changes in the microenvironment, such as inflammation and fibrosis, ultimately leads to malignant transformation and tumor emergence. Thus, the risk of HCC increases as the disease progresses from early MASLD to MASH. Nevertheless, MASLD is a condition characterized by liver fat accumulation in individuals with diabetes, obesity, high blood pressure, or high cholesterol who consume little to no alcohol (21). This phenomenon suggested that visceral adipose tissue and hepatic fat might contribute to the development of MASLD-induced HCC. Adipose tissue regulates energy balance by managing excess caloric intake associated with obesity (22). Its adaptation through excessive triglyceride storage leads to metabolic disturbances mediated by factors such as abnormal adipokine secretion, contributing to MASLD (23). Interestingly, we and others have also demonstrated a link between mouse liver cancer stem cells (CSCs) and obesity-mediated steatohepatitis (24, 25). Nonetheless, the link between HCC stemness and the interplay of adipocytes in MASLD is unclear.

Here, we utilized adipocytes differentiated from human visceral preadipocytes and revealed that the adipocyte secretome was critically involved in promoting the function of liver CSCs, while the CSC-enhancing effect was further enhanced upon coculturing with HCC cells. Orbitrap analysis revealed that fatty acid–binding protein 4 (FABP4) played a crucial role in this mechanism. Functional studies showed that secreted FABP4 augmented HCC tumor growth by modulating the PI3K/AKT/β-catenin signaling pathway through its interaction with ITGB1. These data are consistent with the delayed development of MASLD-HCC in *Fabp4^–/–^* mice. We developed a monoclonal neutralizing antibody that specifically targets FABP4, which not only efficiently blocked FABP4-driven CSC functions, but also efficiently suppressed tumor formation in a MASLD-HCC mouse model.

## Results

### Adipocytes, not preadipocytes, enhance liver cancer stemness and drug resistance in HCC cells.

An increase in visceral fat results in increased production of proinflammatory adipokines (26), and this dysregulation of adipokines via visceral adipose tissue contributes to the development of MASH (27); hence, we established human adipocytes from in vitro differentiation of commercially available human visceral preadipocyte cells. Successful establishment of functional visceral adipocytes was evidenced by the presence of intracellular lipids and upregulation of specific genes related to adipocyte differentiation and adipogenesis, including *FABP4* and *PPARG,* compared with their preadipocyte counterparts (Figure 1A). Coculturing these adipocytes with HCC cells in a Transwell experimental setup promoted significant increase in self-renewal ability of HCC cells in comparison to coculture in untreated condition or treated with undifferentiated preadipocytes (Figure 1B). This result suggested that adipocytes regulate liver CSCs via paracrine secretion. To verify this, we collected the conditioned medium of adipocytes (ADCM) for an in vivo limiting dilution assay. Pretreatment of HCC cells with ADCM increased the size and number of HCC tumors (Figure 1C and Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/JCI182322DS1). In addition, pretreatment of HCC cells with ADCM also expression of liver CSC markers, including CD47 and CD90 (Figure 1D); migration and invasion (Figure 1E); and resistance to doxorubicin and sorafenib (Figure 1F). All these results suggest that adipocyte secretomes exert CSC-enhancing effects in a paracrine manner.

### Mass spectrometry profiling revealed that FABP4 is preferentially secreted by adipocytes in coculture with HCC cells.

In our pilot study, we found that adipocyte secretomes promoted self-renewal of HCC cells, and the CSC-enhancing effect was further enhanced upon incubation with conditioned medium from coculturing of ADCM and HCC cells (stimulated adipocyte CM, CAACM) (Supplemental Figure 1A). Based on these findings, we aimed to determine the secretory factors crucial for driving CSC functions by identifying those that are not only released by adipocytes but also, and most importantly, further enhanced in coculture with HCC cells. For this purpose, we collected ADCM and CAACM and profiled them by Orbitrap mass spectrometry analysis (Figure 2A). Using DMEM as a control, we identified the top 22 adipocyte-specific secretory proteins from ADCM (Supplemental Table 2). Among these candidates, 9 were found to be further upregulated in CAACM (Figure 2B), making them our potential targets of interest. Among the 2 targets (GOLM1 and FABP4) with the highest fold increase, we selected FABP4 for further functional characterization, as GOLM1 was found to be abundantly secreted in CM of HCC cells (HCCCM) based on our mass spectrometry data (Supplemental Table 2). Next, we compared secretory FABP4 levels in human visceral preadipocytes, differentiated adipocytes, HCC cell lines, and activated human hepatic stellate cells (hTERT-HSCs). Both HCC cell lines and hTERT-HSCs produced negligible or no FABP4, similar to negative control DMEM-treated cells and preadipocytes, whereas differentiated adipocytes produced a marked level of FABP4, indicating adipocytes as the primary FABP4 source (Figure 2C). Furthermore, we observed about a 4-fold increase in the secretory level of FABP4 (a mean of 95 ng/mL) in CAACM compared with that in ADCM based on the conditioned media collection shown in Supplemental Figure 1, B and C. To investigate the functional role of adipocyte-derived FABP4 in the regulation of liver CSC properties, we examined the CSC properties of HCC cells by administering recombinant human FABP4 protein (rhFABP4) at 20 ng/mL, 40 ng/mL, and 100 ng/mL, where these concentrations represent physiological levels from ADCM and CAACM. rhFABP4 promoted liver CSC properties, including self-renewal (Figure 2D), tumorigenicity (Figure 2E and Supplemental Table 3), expression of liver CSC markers (Figure 2F), migration and invasion (Figure 2G), and resistance to doxorubicin and sorafenib treatment (Figure 2H). These data, together with our functional observation showing attenuation of the effects of ADCM on liver CSC properties in HCC upon treatment with the FABP4-specific inhibitor BMS-309403 (Supplemental Figure 2, A–D), further suggested the critical role of adipocyte-derived FABP4 in the promotion of cancer stemness.

### Genetic ablation of FABP4 delays the onset of tumor development in a MASLD-HCC mouse model.

To determine the role of FABP4 in MASLD-HCC, we subjected *Fabp4*-KO (*Fabp4^–/–^*) male mice and their WT littermates to *N*-nitrosodiethylamine (DEN) treatment at 2 weeks of age and fed them a high-fat diet (HFD) at 6 weeks of age for 29 weeks to induce MASLD-HCC formation (Figure 3A). We did not detect any secreted FABP4 in the *Fabp4^–/–^* mice, and these mice exhibited significantly greater body weight than their WT counterparts (Figure 3B). Consistent with our hypothesis, we observed impaired tumor growth in *Fabp4^–/–^* mice, as evidenced by a significant decrease in liver mass and the number of tumor nodules (Figure 3C). The suppression of tumor growth was also reflected by histological staining and a significant decrease in the serum α-fetoprotein (AFP) level (Figure 3D). Interestingly, genetic loss of FABP4 attenuated liver steatosis, inflammation, and fibrosis, as demonstrated by steatosis and lobular inflammation scores, lipid deposition, reduced expression of inflammatory and fibrotic genes, collagen deposition, α-SMA expression, F4/80 macrophages, and M1/M2 macrophage ratio (Supplemental Figure 3, A–H). Our qPCR analysis revealed visceral adipocytes as the primary distant source of secreted FABP4 in mice with MASLD, contributing to the above liver phenotypes (Supplemental Figure 3I). This aligns with protein atlas single-cell data showing that adipocytes had the highest *FABP4* expression among the cell types examined (Supplemental Figure 3J). Furthermore, we observed preferential colocalization of FABP4 with perilipin-1^+^ (PLIN1^+^) compared with CD31^+^ endothelial cells and F4/80^+^ macrophages, indicating that FABP4 was preferentially expressed in lipid droplets within steatotic hepatocytes (Figure 3E and Supplemental Figure 3K). The specificity of FABP4 as found in the lipid droplets was also evident in human fatty liver tissue (Figure 3F). These findings indicate that visceral adipocytes and lipid droplet-rich in steatotic hepatocytes were the major sources of secretory FABP4 in MASLD-induced mice.

### FABP4 is sporadically expressed in MASLD-induced HCC patients with clinical significance.

Analysis of paired tumor and nontumor samples from The Cancer Genome Atlas Liver Hepatocellular Carcinoma (TCGA-LIHC) cohort showed no significant change in FABP4 expression (Figure 4A). However, nontumor samples from the same cohort indicated that patients with high *FABP4* levels had shorter overall survival (Figure 4B). We further examined the effect of rhFABP4 in a more clinically relevant setting — an organotypic ex vivo culture of primary HCC tumor, i.e., HCC patient–derived organoids (HK-HCC P1 and HCC#23). rhFABP4 conferred self-renewal and increased the size of organoids and their proliferative rate in a dose-dependent manner (Figure 4, C and D). Likewise, the secretome in ADCM increased the invasiveness and proliferation rate of HCC organoids (Supplemental Figure 4, A and B). In our in-house MASLD-HCC mouse model, *Fabp4* mRNA levels were significantly upregulated in MASLD-HCC, showing a gradient increase from steatosis to MASH and subsequently to HCC (Supplemental Figure 5). Patients with MASLD exhibiting high *FABP4* expression were at an elevated risk for developing HCC (Figure 4E). Next, we examined the expression level of *FABP4* in patients with MASLD-HCC. *FABP4* was upregulated in MASLD-induced HCC clinical samples compared with their adjacent normal counterparts in a publicly available dataset and our in-house cohort (Figure 4F). Overexpression of *FABP4* in these patients in a different cohort showed a trend of HCC recurrence (GSE214432, *P* = 0.0994, data not shown). To further confirm the specificity of FABP4 in MASLD-HCC, we compared serum samples from patients with steatosis, HBV-associated HCC, and MASLD-induced HCC. Our results indicated that serum FABP4 levels were significantly elevated in MASLD-HCC patients, with a mean level of 16.24 ng/mL, compared with both the HBV-HCC and steatosis groups. This underscores the specificity of FABP4 in MASLD-induced HCC (Figure 4G).

### FABP4 activates the Wnt/β-catenin pathway via phosphorylation of AKT.

To elucidate the mechanisms by which FABP4 regulates cancer stemness of HCC cells, we performed bulk RNA-seq profiling using PLC/PRF/5 cells that were pretreated with 0 ng/mL or 100 ng/mL rhFABP4 for 24 hours. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis using the Database for Annotation, Visualization, and Integrated Discovery (DAVID; https://davidbioinformatics.nih.gov/) showed that PI3K/AKT signaling was enriched upon treatment with rhFABP4 (Figure 5A). Furthermore, we analyzed the enriched signaling pathways in tumors harvested from WT and *Fabp4^–/–^* mice after HFD feeding based on KEGG pathway enrichment analysis using the Partek Genomics Suite (Illumina) (Figure 5B). 

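Liver tumor RNA of WT and *Fabp4-/-* mice was compared in 1 library per genotype, and the targeted gene was almost absent from the *Fabp4-/-* library. *Fabp4* (ENSMUSG00000062515.3), which encodes the fatty acid-binding protein of adipocytes and macrophages, lies on chromosome 3 of mm10 from 10204088 to 10208576. It was at 44.1 TPM in the WT library and 0.03 TPM in the *Fabp4-/-* library, from 1786 estimated read pairs and 1. In normalised counts this is a 1388-fold lower level, with a 95% exact binomial CI of 249-fold to 54854-fold that covers counting error only. *Fabp5*, a nearby gene for a related fatty acid-binding protein, chosen after its values were seen, was at 92.0 TPM in the WT library and 178 TPM in the *Fabp4-/-* library. The mice had been given DEN, a liver carcinogen, at 25 mg/kg at 14 days of age and a HFD for 29 weeks from 6 weeks of age. With 1 library per genotype there was no replicate check of any difference, so no p-value was computed. How many mice or tumors went into each library, and whether RNA was pooled, is not given in the sources used here, and a difference between the libraries includes any difference between the tumors sampled.
The authors sequenced polyA RNA from both ends, and the submitters' processing notes name STAR 2.5.2, RSEM 1.2.31 and the build mm10. The sample labels name a column-based RNA kit and a NovaSeq sequencer, whereas the supplemental methods name TRIzol and other Illumina sequencers. The authors' deposited table gives 48526 genes with a TPM value (a transcript abundance corrected for transcript length and library total) and a normalised count per library, and for the 23590 genes above 0 in either library their own fold change and FDR. That FDR compares 1 library with 1, so it does not measure variation between mice or tumors. Dividing the normalised counts by the value of 1 read pair gave 56353665 estimated read pairs for WT and 59600850 for *Fabp4-/-*. At 151 bp per end these correspond to 17.0 Gb and 18.0 Gb, the depth behind the values given here, while the supplemental methods state an average throughput of 20 Gb per sample. The 20 most abundant genes took 28.2% of the read pairs in the WT library and 36.8% in the *Fabp4-/-* library.
Ratios are given as the log2 of (*Fabp4-/-* TPM + 0.5) over (WT TPM + 0.5), for the 13557 genes with at least 1 TPM in the higher library. The median of these genes was −0.46 by TPM and 0.04 by the authors' normalised counts, so that 296 genes were at least 2-fold higher and 1928 at least 2-fold lower by TPM, against 781 and 1030 by normalised counts. Each gene list was set beside 10000 random lists of the same size and expression level, and stood apart where its median lay among the lowest or highest 2.5% of theirs. The 36 lists and the rule for the genes named were fixed before the data were examined.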

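Genes that β-catenin activates in the liver were lower in the *Fabp4-/-* tumor library than in the WT tumor library, and hepatocyte genes of the opposite, periportal zone were higher. Of 24 measured β-catenin target and pericentral hepatocyte genes, 20 were at least 2-fold lower and 1 was at least 2-fold higher by TPM, and 16 and 1 by normalised counts. Their median log2 ratio was −2.26, below all 10000 random lists, the middle 95% of which lay between −0.64 and −0.22. *Axin2*, a feedback inhibitor of Wnt signaling, was at 10.1 TPM in WT and 0.51 TPM in *Fabp4-/-*. *Lgr5*, a receptor for R-spondins, was at 7.14 TPM and 0.59 TPM, and the transcription factor *Sp5* at 5.46 TPM and 0.19 TPM. *Slc13a3*, a dicarboxylate transporter, was at 121 TPM and 11.7 TPM. *Glul*, the glutamine synthetase of pericentral hepatocytes, was chosen after its values were seen and was at 475 TPM and 73.4 TPM. The gene that was at least 2-fold higher was *Myc*, with a log2 fold change of 1.70 in the authors' deposited table. Of 16 periportal genes, 12 were at least 2-fold higher and 0 at least 2-fold lower by TPM, and 14 and 0 by normalised counts. Their median was 1.70, above all random lists. Among them, the serine dehydratase gene *Sds* was at 11.9 TPM in WT and 118 TPM in *Fabp4-/-*, the urea cycle gene *Arg1* at 119 TPM and 524 TPM, and the gluconeogenic gene *Pck1* at 76.4 TPM and 309 TPM.
Of 16 measured Wnt pathway antagonists, 10 were at least 2-fold lower and 0 at least 2-fold higher by TPM, and 8 and 2 by normalised counts, with a median of −1.47 that lay below all random lists. *Notum*, which encodes a secreted Wnt deacylase, was at 34.5 TPM in WT and 5.64 TPM in *Fabp4-/-*, and *Nkd1*, an inhibitor of Dishevelled, at 11.8 TPM and 1.80 TPM. *Axin2*, *Notum*, *Nkd1*, *Rnf43* and *Znrf3* are in both this list and the list of β-catenin targets, so the lists are not separate evidence. The 16 measured Wnt ligands and receptors had a median of −0.35, at the 94.8th percentile of random lists, and the 64 intracellular components a median of −0.57, at the 11.0th percentile. *Ctnnb1* (ENSMUSG00000006932.16), on chromosome 9 from 120929216 to 120960507, was at 113 TPM in WT and 63.3 TPM in *Fabp4-/-*. This is a log2 ratio of −0.84 by TPM and −0.26 by normalised counts (95% exact binomial CI −0.30 to −0.23, counting error only), and 8.55% of the 678 genes of like expression had a lower ratio by TPM. In the authors' deposited table the FDR of *Ctnnb1* was 0.997.
The 31 measured PI3K/AKT components had a median of −0.60, at the 12.9th percentile, with 0 at least 2-fold higher and 6 at least 2-fold lower by TPM, and 0 and 3 by normalised counts. *Akt1* was at 35.9 TPM in WT and 23.6 TPM in *Fabp4-/-*, and *Gsk3b* at 8.60 TPM and 6.07 TPM, but by normalised counts their log2 ratios were 0.04 and −0.01, so that the direction of *Akt1* turns. The 19 measured integrins had a median of −0.76, at the 3.16th percentile. Of these, *Itgb1* was at 75.7 TPM and 41.0 TPM (−0.30 by normalised counts), and the leukocyte integrin *Itga4* at 3.54 TPM and 0.74 TPM. The 23 measured liver cancer stem cell and oncofetal genes went both ways, with a median of −0.39 at the 39.9th percentile. *Thy1* was at 12.1 TPM in WT and 2.65 TPM in *Fabp4-/-*, and *Cd44* at 15.7 TPM and 5.22 TPM. *Prom1* was at 14.6 TPM and 7.76 TPM, and *Cd47* at 68.7 TPM and 42.9 TPM. In the authors' deposited table the log2 fold changes of *Thy1*, *Cd44*, *Prom1* and *Cd47* were −1.61, −1.01, −0.54 and −0.18. *Thy1* and *Cd44* are also expressed by lymphocytes, and 16 of 17 measured T and NK cell markers were at least 2-fold lower in *Fabp4-/-* (median −2.20). The fetal genes *Gpc3*, at 404 TPM and 89.5 TPM, and *H19*, at 75.3 TPM and 595 TPM, lay in opposite directions. The log2 fold change of *Afp* in the authors' deposited table was 0.67.

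**Figure D1:**
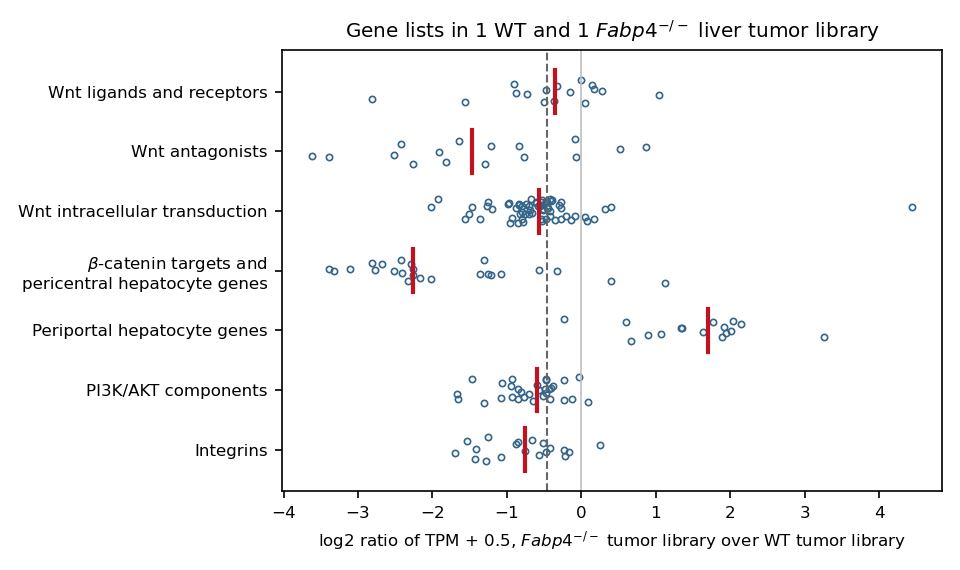
Log2 ratio of TPM + 0.5 in the *Fabp4-/-* over the WT tumor library for the measured genes of 7 lists. Each circle is a gene, the red bars are list medians and the dashed line is the median of all 13557 measured genes (−0.46); β-catenin target and pericentral genes have a median of −2.26 and periportal genes of 1.70.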

Among the top 10 enriched pathways, the Wnt signaling pathway was the only stemness-related pathway enriched in WT tumors (Figure 5C), in which *Ctnnb1* was downregulated in *Fabp4^–/–^* tumors (data not shown). By Western blot analysis, we found that AKT was consistently activated through phosphorylation at Ser473 upon ADCM and rhFABP4 treatment, in turn leading to inactivation of GSK3β via phosphorylation at Ser9, which resulted in accumulation of total β-catenin (Figure 5D). Transactivation of β-catenin was also enhanced, as determined by TOP/FOP reporter assay (Figure 5E). We further confirmed that the protein level of β-catenin was significantly lower in liver tumors of *Fabp4^–/–^* mice (Figure 5F). Last, we confirmed the critical involvement of β-catenin in FABP4-mediated CSC function by suppressing this protein in rhFABP4-treated HCC cells (Figure 5G). The above results suggested that exogenous FABP4 regulates Wnt/β-catenin signaling through activation of PI3K/AKT in HCC cells.

### Exogenous FABP4 directly binds to the membrane receptor ITGB1, driving the PI3K/AKT/β-catenin signaling cascade.

We employed mass spectrometry analysis to identify potential FABP4-binding receptors on the membrane surface of Huh7 cells using biotinylated rhFAPB4 (Figure 6A and Supplemental Figure 6, A–C). In total, 4 surface proteins were detected (Figure 6B). These surface proteins, together with FABP4 and the main canonical components controlling Wnt/β-catenin signaling, were subjected to STRING analysis. ITGB1 potentially interacted with AKT1, GSK3β, and CTNNB1 (β-catenin) (Figure 6C), suggesting that ITGB1 may play a role in the regulatory circuit through which FABP4 mediates the activation of Wnt/β-catenin signaling in HCC. Clinically, in HCC patients with a MASLD background, high *ITGB1* expression was associated with a trend toward shorter overall survival (Figure 6D). Furthermore, we found that *FABP4* expression was positively correlated with *ITGB1* and *CTNNB1* in MASLD-related HCC patients and MASLD patients at high risk of HCC (Figure 6E and Supplemental Figure 7). Consistent with the mass spectrometry findings, the immunoprecipitation data revealed a physical interaction between FABP4 and ITGB1 (Figure 6F). The physical interaction between the FABP4 and ITGB1 complex was further examined using molecular docking analysis. The protein-protein docking result demonstrated that the FABP4-ITGB1 complex was structurally robust (rank-sum score of 458), with a highly complementary binding interface that stabilized by a sophisticated network of high-affinity contacts (Supplemental Figure 6D). Stable knockdown of *ITGB1* in HCC cells led to downregulation of p-AKT (Ser473) and p-GSK3β (Ser9), resulting in a reduction in total β-catenin accumulation and transactivation (Figure 6, G and H). The effects of exogenous FABP4 could be eliminated by repression of ITGB1 (Figure 6, G and H). Furthermore, we found that the enhancing effects of rhFABP4 on self-renewal ability, drug resistance, and migration and invasion capabilities were offset upon the repression of ITGB1 (Figure 6, I–K). Our in vivo observations also showed that suppression of ITGB1 mitigated the effect of rhFABP4-induced HCC tumor growth (Figure 6, L and M). Collectively, these data suggest that ITGB1 is a crucial membrane receptor that mediates cancer stemness and drug resistance in HCC cells via the PI3K/AKT/β-catenin signaling cascade.

### Anti-FABP4 neutralizing mAb suppresses cancer stemness and inhibits tumor growth in a MASLD-HCC mouse model.

We developed a monoclonal antibody targeting FABP4 (anti-FABP4 mAb, 3I19-1) and evaluated its therapeutic potential for MASLD-HCC. Among several ascites samples we generated, ascite 6 showed the greatest neutralizing effect on rhFABP4 in HCC cells and was selected for generation of purified anti-FABP4 mAb (Supplemental Figure 8). The specificity of the antibody was confirmed in DKK-tagged FABP4-overexpressing 293T cells via Western blotting, which revealed a clear band at approximately 12 kDa (Figure 7A). We next sought to examine the neutralizing effect of this anti-FABP4 mAb on FABP4-driven cancer stemness. The anti-FABP4 mAb effectively abolished the ability of rhFABP4 to enhance self-renewal, cell migration and invasion, and drug resistance (Figure 7, B–D). Furthermore, the neutralizing effect of the anti-FABP4 mAb on rhFABP4-induced tumor incidence rate and tumor growth was also evidenced in PLC/PRF/5 cells when these cells were cotreated with 100 ng/mL rhFABP4 prior to subcutaneous injection into nude mice (Figure 7, E–G). Next, we investigated the therapeutic potential of the anti-FABP4 mAb in suppressing tumor growth in a MASLD-HCC mouse model induced by orthotopic injection of RIL-175 mouse HCC cells into the liver of mice fed a HFD for 13 weeks (Figure 7H). We observed a drastic increase in the serum FABP4 level in the HFD group compared with the standard diet (STD) group (Figure 7I). After tumor development 1 week after implantation, anti-FABP4 mAbs were administered, at 400 μg, 800 μg, and 1,200 μg, via i.p. injection. After treatment for 17 days, 1,200 μg of the anti-FABP4 mAb effectively suppressed tumor growth (Figure 7, J–L). During this experiment, no obvious loss of body weight was observed in the animals (Supplemental Figure 9). Upon treatment, HCC cells showed a decreased number of proliferating cell nuclear antigen–positive (PCNA-positive) nuclei (Figure 7M). Additionally, expression levels of p-AKT (Ser473), p-GSK3b (Ser9), and β-catenin began to decrease with the introduction of anti-FABP4 antibody at concentrations as low as 400 μg (Figure 7N). Furthermore, FABP4 neutralization mitigated the steatotic and inflammatory states, as evidenced by decreased lipid accumulation, inhibition of inflammatory gene expression, and a reduced M1/M2 macrophage ratio (Supplemental Figure 10, A–D). Echoing the findings in the DEN-HFD MASLD-HCC mouse model, FABP4 was also found to be colocalized with lipid droplet–enriched steatotic hepatocytes (Supplemental Figure 10E). Taken together, these findings indicate that targeting adipocyte-derived FABP4 signaling pathway is a promising effective treatment for MASLD-related HCC.

## Discussion

In this study, we revealed that adipocytes regulate liver CSC functions via paracrine secretion and that this effect is further enhanced when adipocytes are cocultured with HCC cells. This result is consistent with a previous report showing the role of adipocytes in promoting tumor growth, metastasis, and drug resistance in ovarian cancer (28, 29). In MASLD, steatosis triggers inflammation by recruiting and activating macrophages. The chronic inflammatory state leads to the progression of this disease to HCC (30). Notably, when differentiated macrophages derived from THP1 were exposed to ADCM-HCC CM, these stimulated macrophages were observed to contribute to increased sphere formation, indicative of an increase in cancer stemness (data not shown). Nonetheless, the enhancing effect conferred by stimulated adipocytes was more pronounced. This finding further reinforces the indispensable role of adipocytes in conferring CSC properties to HCC cells. Mass spectrometry revealed that FABP4 was enriched in adipocytes cocultured with HCC cells, and we also detected a substantial amount of FABP4 in the serum of patients with MASLD-HCC. Our result is in line with previous reports showing increased levels of circulating FABP4 in individuals with obesity (31) and in individuals with decompensated cirrhosis (32). In addition, MASLD patients showed a substantial increase in serum FABP4 levels compared with those without liver disease (33, 34), and this upregulation persisted in MASLD-HCC patients (34). Our data from patients align with previous findings showing increased serum FABP4 in MASLD-HCC compared with HBV-induced HCC patients (34). Notably, serum FABP4 levels positively correlated with BMI in MASLD-HCC patients (Pearson’s *r* = 0.4467), while the correlation was weak in HBV-induced HCC patients (Pearson’s *r* = 0.0701). This suggests that adiposity contributes to elevated FABP4 levels. Elevated levels of serum FABP4 have been reported not only in MASLD-HCC patients but also in obesity-associated breast cancer patients compared with nonobese patients (35).

Circulating FABP4 promoted obesity-associated breast cancer by increasing mammary tumor stemness and aggressiveness through the IL-6/STAT3/ALDH1 axis (31). Subsequently, it has been reported that FABP4 depletion suppresses the activation of stemness properties in colorectal cancer via modulation of the ERK/mTOR pathway (36). Although a role for FABP4 in the regulation of cancer stemness has been suggested, the functional and mechanistic roles of adipose-derived FABP4 in cancer stemness remain unknown. By exogenously administering rhFABP4, we demonstrated that FABP4 was critically involved in the regulation of liver CSCs. These data, together with the suppression of the CSC-enhancing effect of adipocytes by BMS-309403, suggest that adipose-derived FABP4 plays a role in the regulation of liver CSCs. In addition, FABP4 also conferred resistance to doxorubicin and sorafenib, which is consistent with other findings showing the role of FABP4 in driving drug resistance in ovarian cancer (29). Using *Fabp4^–/–^* mice, we first demonstrated the critical oncogenic role of FABP4 in MASLD-induced HCC. The delayed oncogenic effect may have been due to the loss of FABP4 in liver as well as the distinct visceral adipocytes. However, given that the knockout was global, it does not provide specific elucidation of the interactions between adipocytes and liver cells. Interestingly, we observed decreased inflammation and reduced fibrosis in *Fabp4^–/–^* mice. This finding is consistent with previous reports demonstrating attenuation of fibrosis in chemically induced liver fibrosis models (37) and reduced inflammation in liver injury mouse models (38). The finding suggests that these intrinsic factors also hinder HCC tumor formation, in addition to the paracrine effects of FABP4. While our current study does not directly address the local effects of hepatic FABP4, we believe we have comprehensively demonstrated the impact of adipose tissue–derived FABP4 on HCC cells, providing insights into HCC pathogenesis, particularly within the context of obesity.

Bulk RNA-seq analysis revealed that exogenous FABP4 regulated liver cancer stemness through the PI3K/AKT/β-catenin signaling pathway. As a secretory factor, identifying the receptor mediating this pathway is crucial. Only one study has shown CD36 as a direct binding partner of FABP4, facilitating fatty acid transfer from adipocytes to breast cancer cells (39). We investigated CD36 suppression’s role in modulating β-catenin signaling but the results were inconclusive. Therefore, we used streptavidin capture-based mass spectrometry with biotin-labeled rhFABP4 to identify possible membrane binding targets of FABP4 in HCC cells. Our analysis identified ITGB1 as a membrane receptor that directly interacted with rhFABP4, as confirmed by reciprocal coimmunoprecipitation analysis. Furthermore, molecular docking analysis revealed that LYS-105 and GLY-67 of FABP4 formed strong hydrogen bonds with ASP-687 and ARG-693 of ITGB1 at distances of 2.6 Å and 2.3 Å, respectively. Additionally, LYS-100 and GLY-99 of FABP4 interacted with TYR-712 and GLU-710 of ITGB1 at distances of 3.2 Å and 2.2 Å, respectively. This precise spatial configuration of hydrogen bonds highlights a highly selective molecular recognition mechanism, optimizing both binding affinity and structural stability. ITGB1 was found to be overexpressed in cancers such as gastric (40) and breast (41) cancer, correlating with poorer clinical outcomes (40, 41). Analysis of the TCGA-LIHC cohort showed that HCC patients with MASLD, a condition linked to high *ITGB1* expression, had worse overall survival compared with those with low *ITGB1* expression. ITGB1 promotes cell proliferation and migration in colorectal cancer (42) and sensitizes HCC cells to sorafenib treatment upon its ablation (43). Our results indicated ITGB1’s crucial role in linking FABP4 with the AKT/β-catenin signaling pathway, evidenced by inhibited CSC-promoting and AKT/β-catenin signaling in ITGB1-suppressed cells with rhFABP4 addition. Analysis of datasets from MASLD-HCC patients and from MASLD patients with high HCC risk revealed a significant positive correlation between FABP4 and either ITGB1 or CTNNB1, supporting ITGB1’s role in adipocyte-derived FABP4-driven MASLD-HCC.

Strategies targeting FABP4 have been previously reported to treat acute liver injury and nonalcoholic steatohepatitis in mice via the pharmacological inhibitor BMS-309403 (38). However, this drug induced an acute cardiac depressant effect, which limits its clinical use (44). In addition to the inhibitor approach, several studies blocking the function of FABP4 with an antibody have reported encouraging results. Treatment with the FABP4 monoclonal antibody CA33 exhibits an antidiabetic effect in HFD-induced obese mice, with a reduction of fat mass (45). Recently, FABP4 mAb 6H2 effectively blocked FABP4-induced cerebral ischemia injury (46). However, there are no studies showing the therapeutic effect of FABP4 mAb in HCC, particularly MASLD-HCC. We developed an anti-FABP4 mAb that not only demonstrated the specificity but also, and most importantly, attenuated the CSC-enhancing effects of rhFABP4, together with the suppression of the AKT/β-catenin pathway. Pretreatment with the FABP4 mAb in HCC cells also successfully impeded the rhFABP4-driven tumorigenic effect. Intriguingly, administration of 1,200 μg mAb for 17 days effectively suppressed tumor growth in an orthotopic MASLD-HCC mouse model, which was accompanied by suppression of the AKT/β-catenin signaling pathway. Furthermore, we demonstrated that blockage of FABP4 action through either genetic ablation or neutralization approaches led to suppression of steatosis and inflammation, which may potentially attenuate HCC tumor growth.

In conclusion, we demonstrated the crucial role of adipocyte-derived FABP4 in the regulation of cancer stemness in HCC, and its effect was enhanced by coculture with HCC cells. Our results indicate that the FABP4-ITGB1-AKT/β-catenin pathway is a key signaling cascade driving MASLD-related HCC. Targeting secretory FABP4 with a FABP4 mAb impeded the growth of MASLD-HCC tumors, suggesting a potential therapeutic avenue for the treatment of this deadly disease.

## Methods

### Sex as a biological variable.

Our study examined samples from both male and female donors. Experiments were conducted on female and male mice in separate studies. Sex was not considered as a biological variable. While our study focused on male mice, the findings may be relevant for both sexes.

### Cell lines and cell culture.

The following cells lines were maintained in DMEM with high glucose and l-glutamine (Gibco, Invitrogen) supplemented with 10% heat-inactivated FBS (Gibco, Invitrogen), 100 mg/mL penicillin G, and 50 μg/mL streptomycin (Gibco, Invitrogen) at 37°C in a humidified chamber containing 5% CO_2_: HSC-hTERT (ATCC); Huh7 and PLC/PRF/5 human HCC cell lines (Japan Cancer Research Bank), and 293FT (Invitrogen, Thermo Fisher Scientific). The culture medium was refreshed every 2 days. Human visceral preadipocytes (PT5005, Lonza) were maintained in preadipocyte basal medium supplemented with FBS, l-glutamine, gentamicin sulfate, and amphotericin-B from Lonza. Preadipocytes were differentiated into adipocytes using preadipocyte basal medium supplemented with recombinant human insulin, dexamethasone, indomethacin, and IBMX according to manufacturer’s protocol. Morphological changes in adipocytes were observed within a week of differentiation, and incubation with differentiation medium for 20 days resulted in 70% differentiation of preadipocytes to adipocytes with lipid accumulation. All cell lines used in this study were obtained between 2013 and 2016, and they were authenticated by morphological observation and STR DNA analysis with PowerPlex *16HS kit* (Promega) as well as tested for the absence of mycoplasma contamination (MycoAlert, Lonza). Cells were used within 20 passages after thawing.

### Patient samples.

Venous blood samples were collected from 27 individuals diagnosed with MASLD-related HCC before any therapeutic interventions and 10 individuals diagnosed with steatosis. The use of human samples was approved by the ethics committee for research involving human subjects at the School of Public Health, Sun Yat Sen University. Seventeen HCC patients with hepatitis B virus infection were recruited from the Comprehensive Liver Cancer Center, the Fifth Medical Center of the PLC General Hospital, and venous blood samples collected as hepatitis virus induced HCC group. This study was approved by the Institutional Review Board for ethical review. Tumors and paired nontumor liver tissues from 17 patients diagnosed with HCC and MASH were obtained from Prince of Wales Hospital, The Chinese University of Hong Kong, and Zhongshan Hospital of Fudan University. This study was approved by the ethics committee of the Chinese University of Hong Kong and the clinical research ethics committee of Zhongshan Hospital of Fudan University. All the above samples were obtained with the written informed consent of the patients.

### Flow cytometric analysis.

Cells were stained by phycoerythrin-conjugated (PE-conjugated) CD47 and CD90 (#536046 and #555596), CD133 (#130-080-901, Miltenyi Biotec), and FITC-conjugated CD44 (#554478 BD Biosciences) antibodies in PBS with 2% FBS at 4°C for 30–60 minutes. Isotype-matched mouse immunoglobulins served as controls. Samples were analyzed using BD Accuri C6 flow cytometer and FACSDiva software (BD Biosciences).

### FABP4 mAb production.

Anti-FABP4 mAb was synthesized using epitope peptide GQEFDEVTADDRKV (aa 68-81 of human FABP4), which targets the ligand binding region of FABP4 (AbMart). US nonprovisional patent (application no. 19/184,090) for the use of FABP4 monoclonal antibody (3I19-1) as a treatment for MASLD-induced HCC has been filed.

### Development of MASLD-HCC model.

*Fabp4*-KO mice in a C57BL/6N background were generated using the same procedures as previously described (46). Age-matched male *Fabp4*-KO mice and their littermates were used in this study. Animals were allocated to their experimental group according to their genotypes. The investigators were not masked to the experimental groups. For the chemically induced MASLD-HCC model, male WT C57BL/6N and *Fabp4*-KO mice were treated with DEN at 25 mg/kg i.p. (Sigma-Aldrich) at the age of 14 days. Starting at 6 weeks of age, they were fed a HFD (D12492, Research Diets) for 29 weeks. Serum and liver samples of mice were collected for analysis at the end point. Tumor nodules in the livers were counted by visual inspection.

### The effect of FABP4 antibody in the MASLD-HCC model.

An orthotopic MASLD-HCC mouse model was established using female C57BL/6J mice (The Jackson Laboratory) provided by Centralized Animal Facility of The Hong Kong Polytechnic University. HFD was provided to the mice at 4 weeks of age for 13 weeks prior to tumor cell inoculation. Seven thousand five hundred luciferase-labeled mouse HCC RIL-175 cells, resuspended in 50% Matrigel, were orthotopically injected at the left lobes of the livers. Tumor growth was monitored by the IVIS imaging system (Perkin-Elmer). Either isotypic IgG control or FABP4 mAb at 400 μg, 800 μg, and 1,200 μg per mouse was injected i.p. once daily for 17 days. The STD (#5053, Rodent Diet 20, PicoLab) group was set up as control. In addition, PLC/PRF/5 cells were pretreated with 100 ng/mL rhFABP4 and either 1 μg/mL or 2 μg/mL anti-FABP4 mAb for 24 hours prior to subcutaneous inoculation in nude mice. The study protocol was approved by and performed in accordance with the guidelines for the Use of Live Animals in Teaching and Research at The Hong Kong Polytechnic University. Mice were sacrificed if the percentage of body weight loss was greater than 20%, including the tumor mass. The maximal tumor size/burden was permitted by the study protocol of The Hong Kong Polytechnic University. The maximal tumor size/burden was not exceeded in any experiments.

### Steatosis and MASLD-HCC mouse models.

Male C57BL/6 WT littermates (8 weeks old) were fed a normal chow (NC) diet, high-fat low-cholesterol diet (HFLC), or high-fat high-cholesterol diet (HFHC) (Specialty Feeds) ad libitum for 14 months. Mice fed HFHC developed MASLD-HCC, while HFLC diet induced only steatosis.

### Statistics.

The statistical significance of the results obtained from limiting dilution assay, flow cytometric analysis, migration and invasion assay, qRT-PCR, immunohistochemical and immunofluorescence staining, and in vivo tumor growth and volume analysis were determined by 2-tailed *t* test wherever appropriate using GraphPad Prism (GraphPad Software). One way ANOVA was applied wherever appropriate. The results are presented as mean and SD, and *P* values less than 0.05 were considered statistically significant. A data point was excluded if it deviated from the mean by more than 3 SDs. Investigators were not masked to the group allocation during the experiment or when assessing the outcome in any experiment, including animal experiments. There was no estimate of variation within each group of data. The variance was similar between the groups that were being statistically compared. Kaplan-Meier survival analysis was used to analyze overall survival, and a log-rank test was used to determine statistical significance.

### Study approval.

Human MASLD-HCC tumor tissues and adjacent normal tissues were collected in Prince of Wales Hospital, The Chinese University of Hong Kong, from donors with biopsy-proven MASLD-HCC (*n* = 17). Written informed consent was obtained from all participants, and the study protocol was approved by the Clinical Research Ethics Committee of The Chinese University of Hong Kong and the University of Hong Kong. Venous blood samples were collected from 27 patients with MASLD-related HCC before any therapeutic procedures were performed. Use of human samples was approved by the committee for ethical review of research involving human subjects at School of Public Health, Sun Yat Sen University.

### Data availability.

Bulk RNA-seq data for PLC/PRF/5 cells, untreated (rhFABP4_0ng) and treated with rhFABP4 at 100 ng/mL (rhFABP4_100ng), as well as HCC tumors derived from WT and *Fabp4*-KO mice, have been deposited in the NCBI’s Gene Expression Omnibus (GEO GSE292914 and GSE286130, respectively). All individual values represented in graphs are provided in the Supporting Data Values file.

## Author contributions

CONL, SG, KPSC, and TKWL conceptualized the study. CONL, SG, KPSC, RWHL, MMLL, MSMC, GKM, SAK, and XPW devised the methodology. CONL, SG, KPSC, SM, and TKWL analyzed the data. CONL and TKWL wrote the original draft. SM, JY, HLZ, XQW, YYL, and RLCH provided reagents and human samples for this study. CONL and TKWL reviewed and edited the manuscript.

## Funding support

- National Natural Science Foundation of China, 82073275.
- Innovation and Technology Fund, MRP/043/21 and ITS/042/23.
- RGC Collaborative Research Fund, C7026-18G.
- RGC Research Impact Fund, R7022-20 and R5008-22F.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
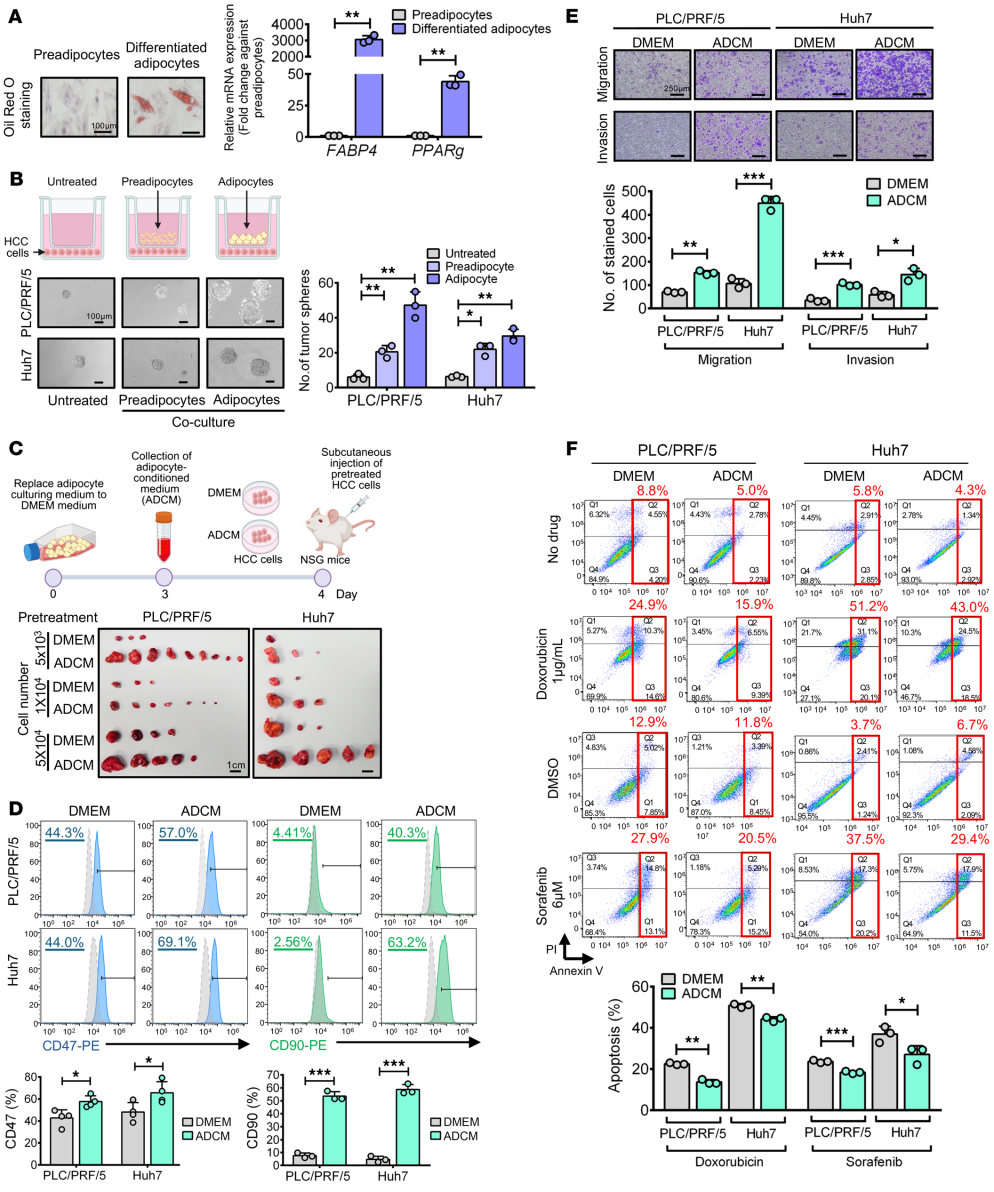
Adipocytes enhanced self-renewal and tumorigenicity and drove drug resistance in HCC cells in a paracrine manner. (**A**) Representative images of intracellular lipids in adipocytes after differentiation. mRNA expression of functional genes of adipocytes (*n* = 3). Scale bars: 100 μm. (**B**) Schematic diagram of coculturing setup for sphere formation. Representative images of sphere formation (*n* = 3). Scale bars: 100 μm. (**C**) Schematic diagram showing the workflow of adipocyte-condition medium (ADCM) collection, pretreatment of HCC cells, and subcutaneous injection of cells into NOD/SCID gamma (NSG) mice. Representative images of tumors. Scale bars: 1 cm. (**D**) Expression of liver CSC markers (*n* = 3-4). (**E**) The migration and invasive abilities of HCC cells were evaluated (*n* = 3). Representative images of stained cells. Scale bar: 250 μm. (**F**) Apoptosis of pretreated (DMEM or ADCM) HCC cells induced by doxorubicin or sorafenib (*n* = 3). Data represent mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, 2-tailed *t* test.

**Figure 2:**
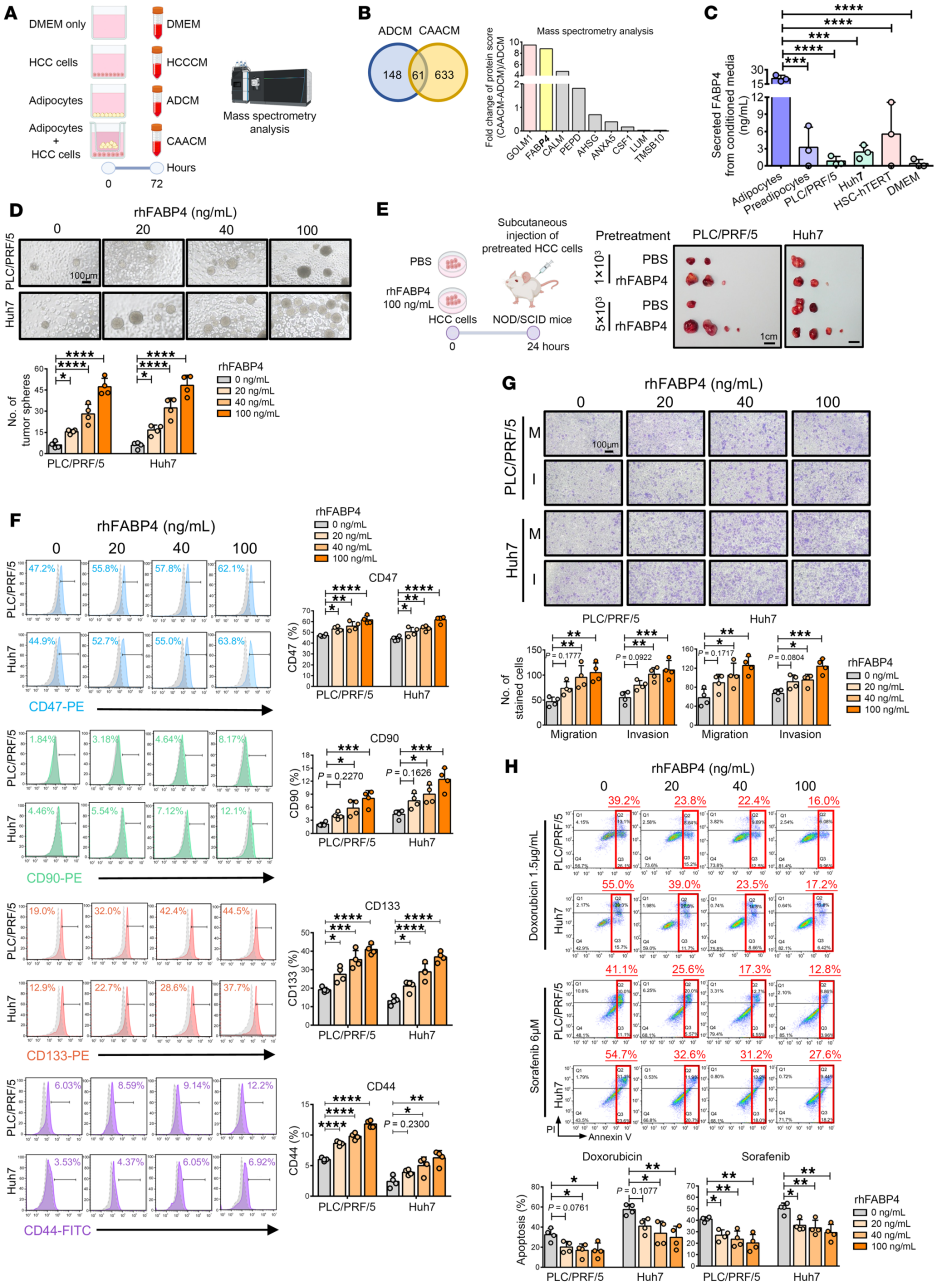
Identification of FABP4 as an important secretome conferring CSC properties in HCC cells. (**A**) Schematic diagram illustrating the workflow for collection of adipocyte-conditioned medium (ADCM), HCC cells only (HCCCM), ADCM cotreated with HCC cells (CAACM), and DMEM only (control) for mass spectrometry analysis. For further details, see Supplemental Figure 1A. (**B**) Venn diagram illustrating 61 proteins commonly found in both ADCM and CAACM (*n* = 1). Nine targets were found to be further upregulated in CAACM. (**C**) Secreted FABP4 in 72 hour-CM (*n* = 3). (**D**) Sphere formation assay demonstrated the role of recombinant human FABP4 (rhFABP4) in regulation of self-renewal ability of HCC cells (*n* = 4). Representative images of tumorspheres. Scale bar: 100 μm. (**E**) Schematic diagram of pretreatment of HCC cells with rhFABP4 for subcutaneous inoculation using NOD/SCID mice. Representative photos of tumors. Scale bars: 1 cm. (**F**) Expression of liver CSC markers including CD44, CD47, CD90, and CD133 (*n* = 4). (**G**) Migration (M) and invasive (I) abilities of HCC cells were evaluated (*n* = 4). Representative images of stained cells. Scale bar: 100 μm. (**H**) Apoptosis of pretreated HCC cells with either PBS (rhFABP4 0 ng/mL) or rhFABP4 induced by doxorubicin or sorafenib was measured (*n* = 4). Data represent mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. **C**, **D**, and **F**–**H**: 1-way ANOVA followed by Tukey’s multiple-comparison test.

**Figure 3:**
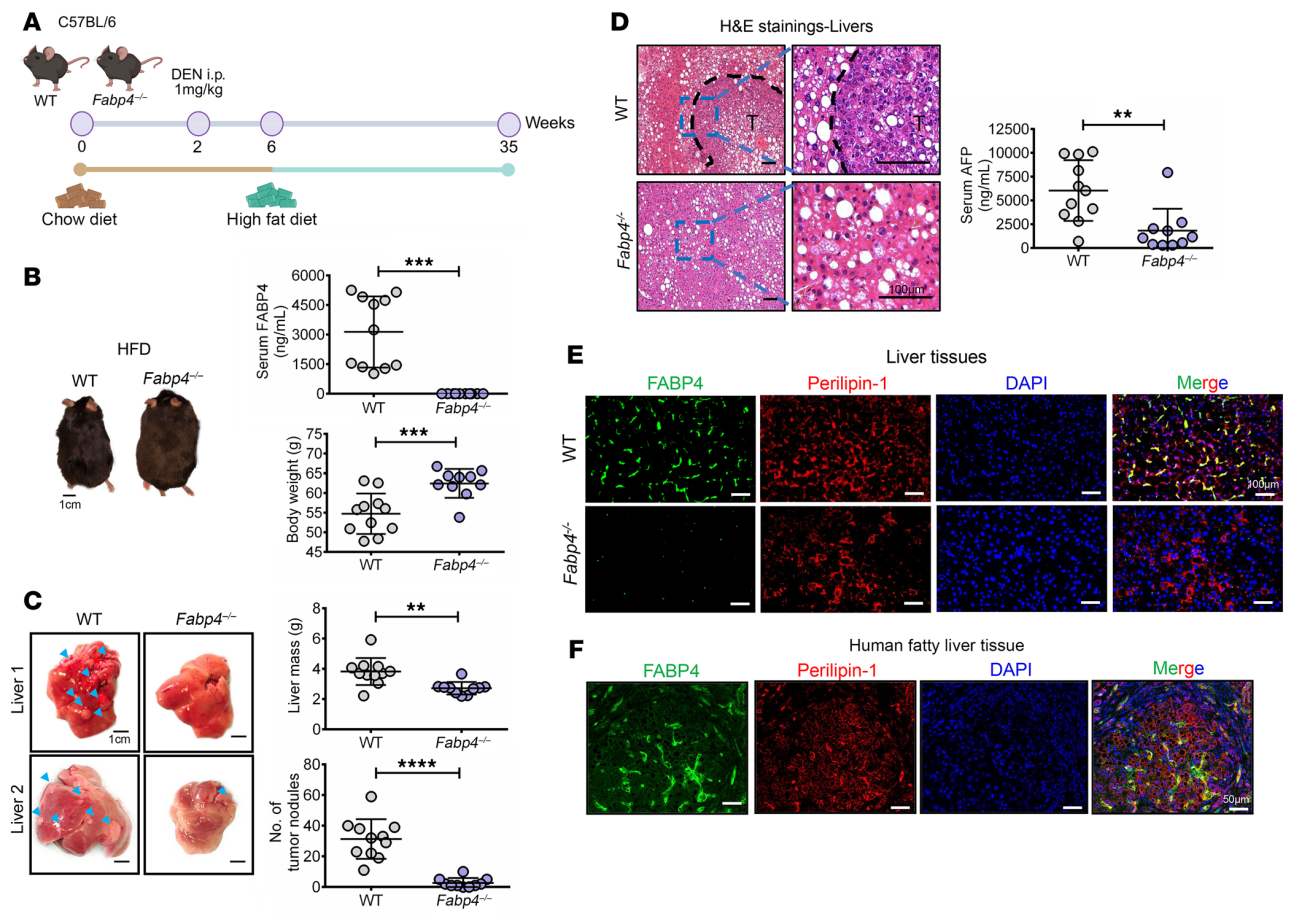
FABP4 deficiency delayed the onset of tumor development in DEN-injected and HFD-induced MASLD-HCC mouse model. (**A**) Schematic diagram showing establishment of DEN-injected and HFD-induced MASLD-HCC mouse model. (**B**) Representative photos of WT and *Fapb4^–/–^* mice after feeding with HFD for 29 weeks. Scale bar: 1 cm. Expression of FABP4 in mouse sera and body weight (WT *n* = 11 mice and *Fabp4^–/–^* *n* = 10 mice). (**C**) Representative photos of livers. Graphs showing liver mass and number of tumor nodules. Blue arrowheads: tumor nodules. Scale bars: 1 cm. (**D**) Representative images of H&E staining of the tumors (T). Expression of AFP in mouse sera. Scale bars: 100 μm. (**E** and **F**) Expression of FABP4 (green) and perilipin-1 (red) in mouse livers and human fatty liver tissue. DAPI: nuclei, blue; Scale bar: 100 μm and 50 μm, respectively. Data represent mean ± SD. **P < 0.01, ***P < 0.001, ****P < 0.0001, 2-tailed *t* test.

**Figure 4:**
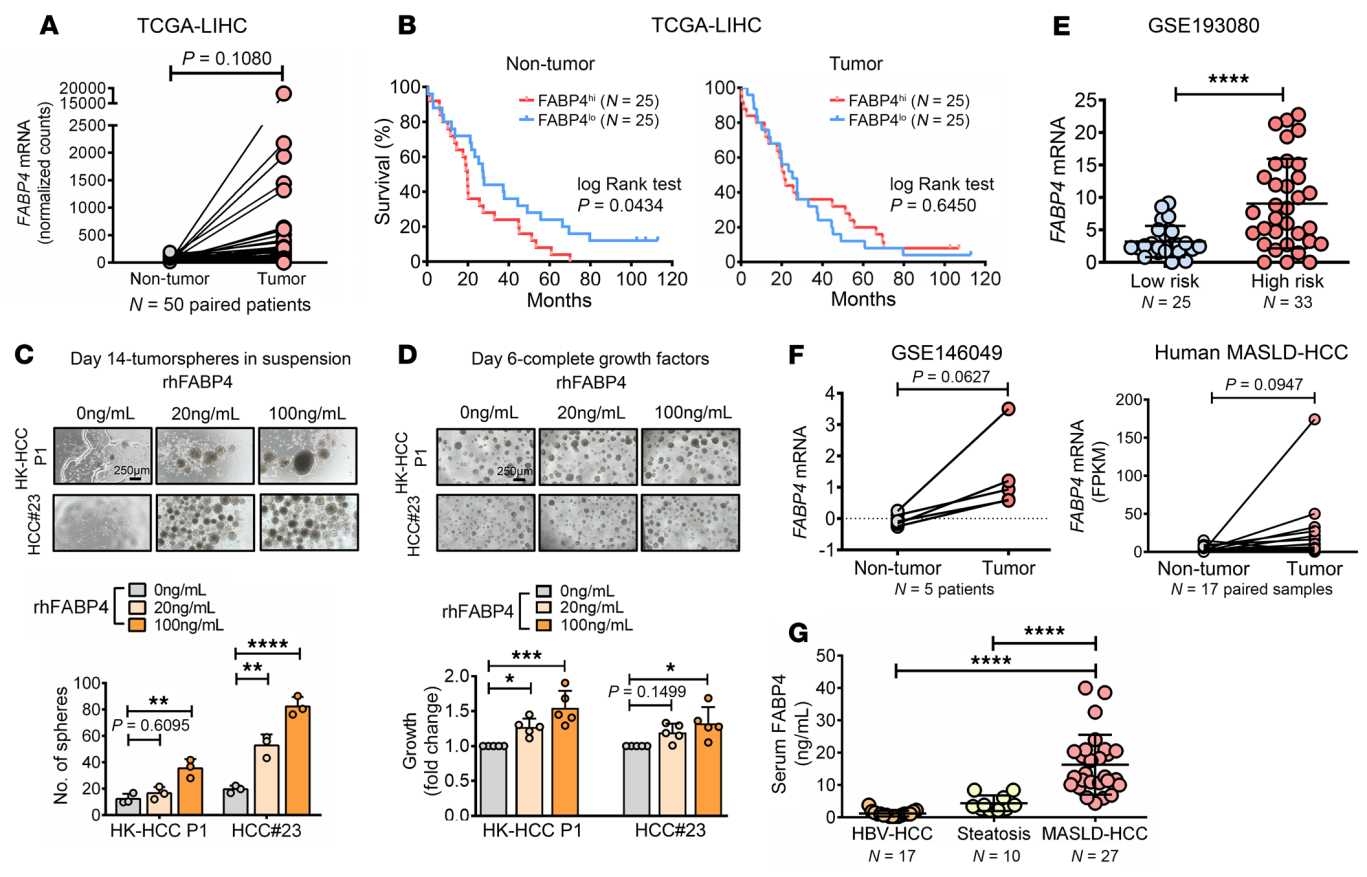
Clinical relevance of FABP4 in HCC. (**A**) *FABP4* expression in paired non-tumor and tumor of HCC patients in the TCGA-LIHC cohort (*P* = 0.1080). (**B**) HCC patients with high *FABP4* had a poorer overall survival rate than those with lower expression in non-tumor in TCGA-LIHC. (**C**) rhFABP4 conferred HCC patient–derived organoids with self-renewal ability (*n* = 3). (**D**) Growth of HCC patient–derived organoids upon administration of rhFABP4 (*n* = 5). Representative images of organoids. Scale bars in **C** and **D**: 250 μm. (**E**) *FABP4* mRNA in patients with MASLD in GSE193080. (**F**) *FABP4* expression in GSE146049 and 17 paired MASLD-HCC of in-house cohort by RNA-seq. (**G**) Serum FABP4 levels in patients with HBV-HCC, steatosis, and MASLD-HCC. Data represent mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. **A**, **E**, **F**: 2-tailed *t* test; **B**: log-rank test; **C**, **D**, **G**: 1-way ANOVA followed by Tukey’s multiple-comparison test.

**Figure 5:**
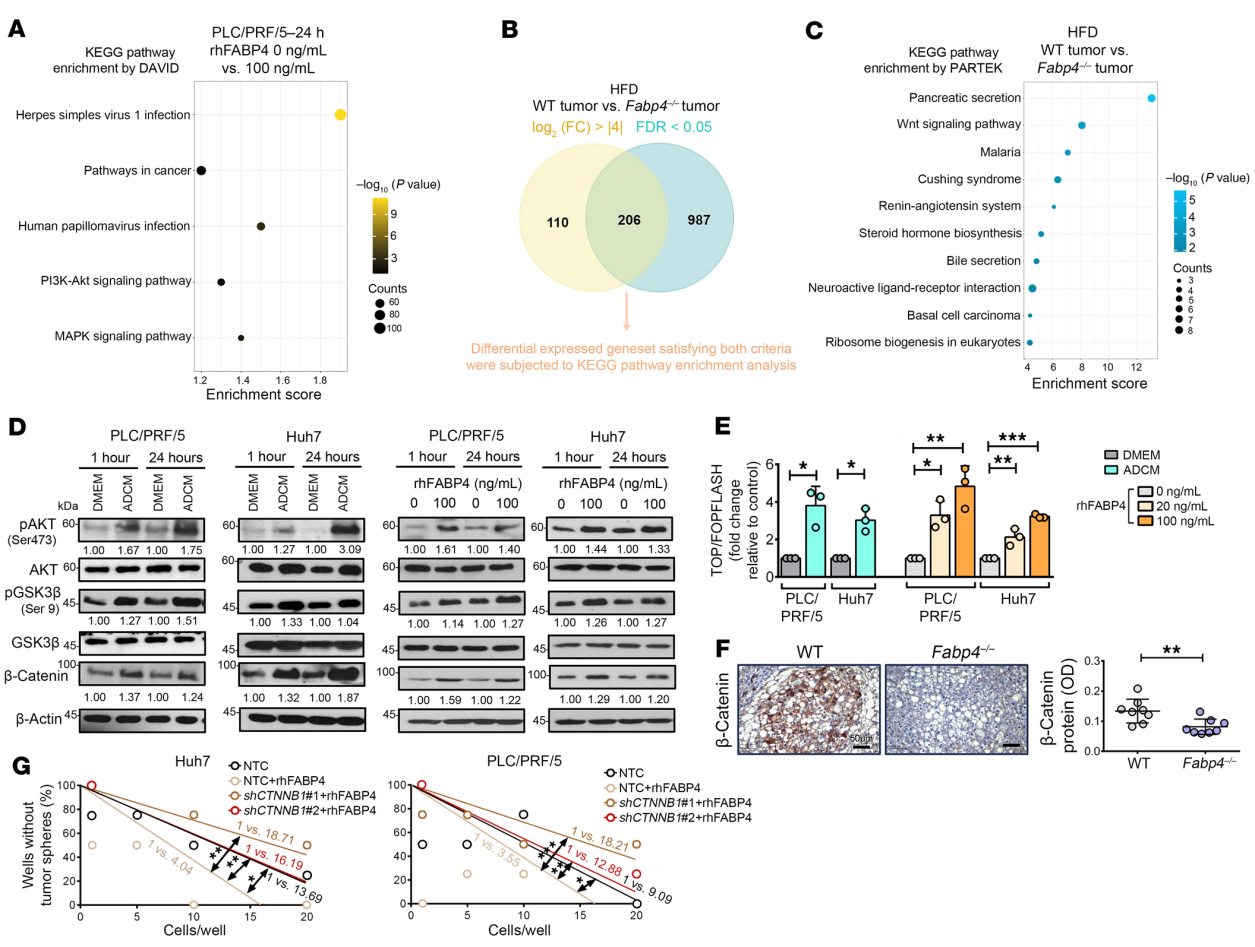
FABP4 activates the PI3K/AKT/Wnt/β-catenin signaling pathway. (**A**) RNA-seq was conducted on PLC/PRF/5 cells treated with rhFABP4. The differentially expressed genes (DEGs) with a fold change >1.5 were subjected to KEGG pathway enrichment. (**B**) Criteria for selection of DEGs upon RNA-seq in tumors from WT and *Fabp4^–/–^* mouse liver after HFD. (**C**) The top 10 enriched pathways were identified based on KEGG pathway enrichment analysis in from WT compared with *Fabp4^–/–^* mouse tumor. (**D**) Western blotting of HCC cells after treatment with either ADCM or rhFABP4. (**E**) Transactivating activity of β-catenin was examined after treatment with either ADCM or rhFABP4 for 24 hours (*n* = 3). (**F**) Immunohistochemical images of β-catenin in resected mouse livers (*n* = 8 mice). Scale bars: 50 μm. (**G**) Limiting dilution sphere analysis showed the role of rhFABP4 in regulation of self-renewal ability upon knockdown of *CTNNB1* (*n* = 2). Data represent mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001. **E** left, **F**: 2-tailed *t* test; **E** right: 1-way ANOVA followed by Tukey’s multiple-comparison test; **G**: extreme limiting dilution analysis with χ^2^ test.

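In the authors' deposited table, 206 genes passed both a log2 fold change above 4 in either direction and an FDR under 0.05, 110 passed the fold change alone and 987 passed the FDR alone. All 3 counts match those printed in Figure 5B. Of the 206 genes, 162 were lower and 44 were higher in the *Fabp4-/-* tumor library. Proteases of mast cells were among the lowest. *Mcpt4* was at 41.8 TPM in WT and 0.05 TPM in *Fabp4-/-*, *Tpsb2* at 27.1 TPM and 0.04 TPM, *Cma1* at 22.5 TPM and 0.04 TPM and *Cpa3* at 17.3 TPM and 0.09 TPM, each from 1 or 2 estimated read pairs in *Fabp4-/-*. *Klrb1b*, a receptor of NK cells, was at 27.3 TPM and 0.48 TPM, and *Tgtp1*, an interferon-inducible GTPase that may share reads with its paralog *Tgtp2*, at 42.5 TPM and 1.29 TPM. Higher in *Fabp4-/-* were *Ly6k*, at 0.51 TPM in WT and 98.5 TPM in *Fabp4-/-*, the immunoglobulin segment *Igkv3-3*, at 0.25 TPM and 33.5 TPM, and *Hamp2*, a gene of the hepcidin family that may share reads with its paralog, at 1.59 TPM and 39.3 TPM. *Thrsp*, a regulator of lipogenesis, was at 9.57 TPM and 158 TPM.
From the 3 Wnt pathway lists, 7 of 137 members with a comparison in the authors' deposited table passed both criteria, against a mean of 1.08 in 10000 random lists matched on expression. *Axin2*, *Sfrp2*, *Dkk2*, *Apcdd1* and *Wnt6* were lower in *Fabp4-/-*, and the first 4 of these are in the list of antagonists. *Sfrp2* was at 5.88 TPM in WT and 0.02 TPM in *Fabp4-/-*, *Dkk2* at 1.15 TPM and 0.03 TPM, *Apcdd1* at 1.30 TPM and 0.01 TPM and *Wnt6* at 1.13 TPM and 0.05 TPM. *Camk2b*, a calcium/calmodulin-dependent kinase of the noncanonical branch, was higher in *Fabp4-/-*, at 0.21 TPM and 14.9 TPM, as was *Wnt16*, at 0.01 TPM and 0.95 TPM.
Other pathways of Figure 5C were followed with lists drawn up from textbook knowledge, not with the KEGG sets. Their medians cover all measured members, an unlike measure to enrichment among genes past both criteria. Past both criteria were 2 members of the pancreatic list and 2 of the bile list, all lower in *Fabp4-/-*. Of the steroid list, 2 members that passed were higher and 1 was lower. The hedgehog and BMP list and the ribosome biogenesis list had 0 such members. Of the renin-angiotensin list, 3 members passed both criteria, the mast cell proteases *Mcpt4*, *Cma1* and *Cpa3*, while the 18 measured members had a median log2 ratio of −0.42, at the 57.8th percentile of random lists. Of the pancreatic list, 6 genes were measured, with a median of −0.73 at the 16.1st percentile. The lipase gene *Pnliprp1* in it was at 9.02 TPM in WT and 0.07 TPM in *Fabp4-/-*, and *Amy1*, the amylase also made in liver, at 40.4 TPM and 74.8 TPM. The 52 steroid hormone metabolism genes had a median of −0.05, above all random lists, with 6 at least 2-fold higher and 9 at least 2-fold lower by TPM, and 15 and 5 by normalised counts. The 33 bile acid and bile secretion genes had a median of −0.12 at the 99.8th percentile, with 4 higher and 7 lower by TPM, and 7 and 1 by normalised counts. *Cyp8b1*, the sterol 12-hydroxylase of cholic acid synthesis, was at 8.15 TPM and 40.7 TPM. The bile acid and drug exporter *Abcc4* was at 6.73 TPM and 1.17 TPM. The random lists were matched on expression level, not on being expressed in hepatocytes. Hepatocyte markers had a median of 0.22 by TPM and 0.77 by normalised counts. By normalised counts the steroid and bile medians were 0.53 and 0.42. Both lists lay below the hepatocyte markers by either measure, so no rise beyond that of hepatocyte genes is shown. The 7 hedgehog and BMP genes of basal cell carcinoma (median −0.47) and the 47 ribosome biogenesis genes (median −0.51) were at the 60.5th and 20.0th percentiles.
Many of the 206 genes were weakly expressed. In 126 of them the higher library was under 1 TPM, 129 were at 0 in one of the libraries, and 133 were protein coding. The 10 highest and 10 lowest ratios by TPM at 10 TPM or more were not limited to these 206 genes. Among them, the short RNAs *Snord13*, *Snord118*, *Snora68*, *Rny1*, *Mir546*, *Vaultrc5*, *Mir697* and *Snord89* rested on at most 14 estimated read pairs in either library. Of these RNAs, only *Snord118* is among the 206. From the enrichment of the Wnt signaling pathway in WT tumors, together with the other experiments of Figure 5 (RNA-seq, Western blots, a reporter assay and *CTNNB1* knockdown in HCC cells, and β-catenin staining of mouse tumors), the paper proposes that exogenous FABP4 regulates Wnt/β-catenin signaling through activation of PI3K/AKT.

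**Figure D2:**
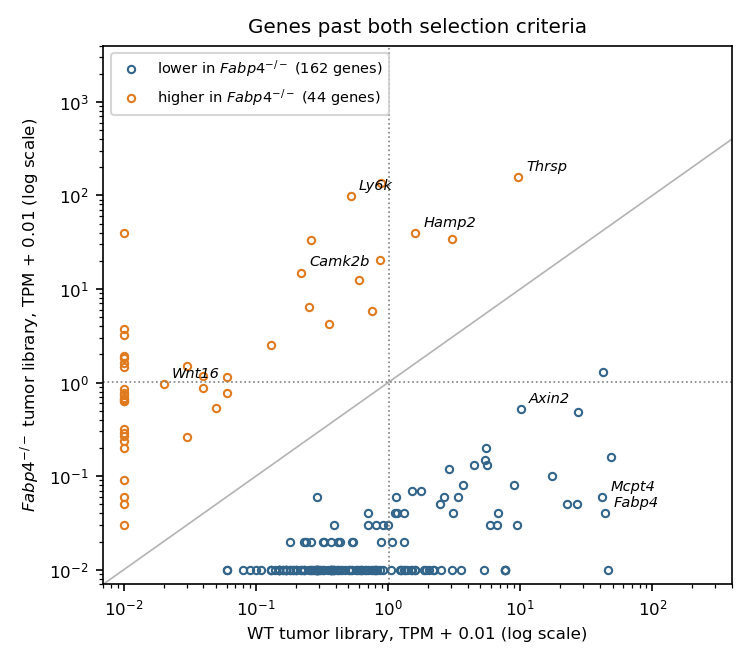
TPM + 0.01 of the 206 genes past both criteria in the WT (x axis) and *Fabp4-/-* (y axis) tumor library, on log scales. Each circle is a gene, blue for the 162 lower and orange for the 44 higher in *Fabp4-/-*, the diagonal marks equal values and the dotted lines mark 1 TPM; 126 genes lie under 1 TPM in both libraries.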

**Figure 6:**
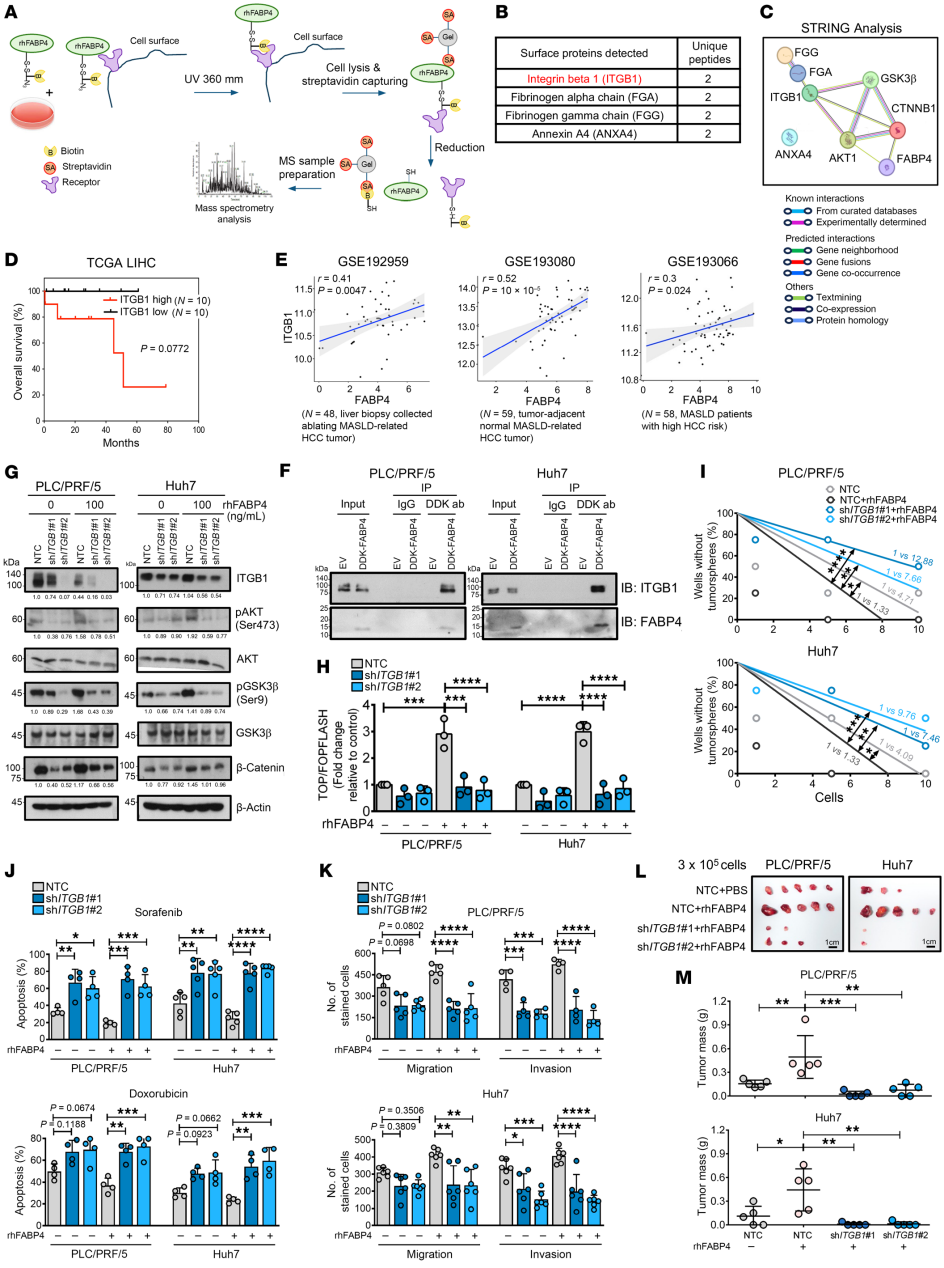
ITGB1 was identified as a receptor of exogenous FABP4 that mediates CSC functions by driving the PI3K/AKT/β-catenin signaling cascade. (**A**) Workflow for analysis of potential FABP4-binding proteins on the membrane surface of Huh7 cells using biotinylated rhFABP4 (*n* = 1). (**B**) Surface proteins detected with ≥2 unique peptides. (**C**) Interactions between potential FABP4-binding proteins and main players in Wnt/β-catenin signaling. (**D**) Among HCC patients with MASLD as risk factor in TCGA-LIHC, those with high *ITGB1* had poorer overall survival rate than those with low *ITGB1* (log-rank test). (**E**) According to GSE192959, GSE193080, and GSE193066, *FABP4* was positively correlated with *ITGB1* in patients with MASLD-related HCC and MASLD patients at high risk of HCC (Pearson’s correlation). (**F**) Reciprocal coimmunoprecipitation demonstrated the interaction between exogenous FABP4 and ITGB1 (*n* = 2). (**G**) Western blot analyses of sh*ITGB1* HCC cells upon rhFABP4 treatment. (**H**) Transactivating activity of β-catenin was examined in sh*ITGB1* HCC cells after treatment with rhFABP4 for 24 hours (*n* = 3). (**I**) Limiting dilution sphere analysis showed the role of ITGB1 in regulation of FABP4-driven self-renewal ability (*n* = 2). NTC, non-target control. (**J**) Apoptosis of *ITGB1*-silenced HCC cells pretreated with PBS (rhFABP4 0 ng/mL), rhFABP4 (100 ng/mL), doxorubicin, or sorafenib for 48 hours. *n* = 4–5. (**K**) Effect of rhFABP4 on cell migration and invasion upon silencing of *ITGB1* (*n* = 4–6). (**L**) *ITGB1*-knockdown and control HCC cells pretreated with either PBS or rhFAPB4 at 100 ng/mL for 24 hours were subcutaneously inoculated into nude mice. Images of xenograft tumors. Scale bars: 1 cm. (**M**) Graphs showing the tumor masses (*n* = 5 mice per group). Data represent mean ± SD. *P < 0.01, **P < 0.01, ***P < 0.001, ****P < 0.0001. **D**: log-rank test; **H**, **J**, **K**, **M**: 1-way ANOVA followed by Tukey’s multiple-comparison test; **I**: extreme limiting dilution analysis with χ^2^ test.

**Figure 7:**
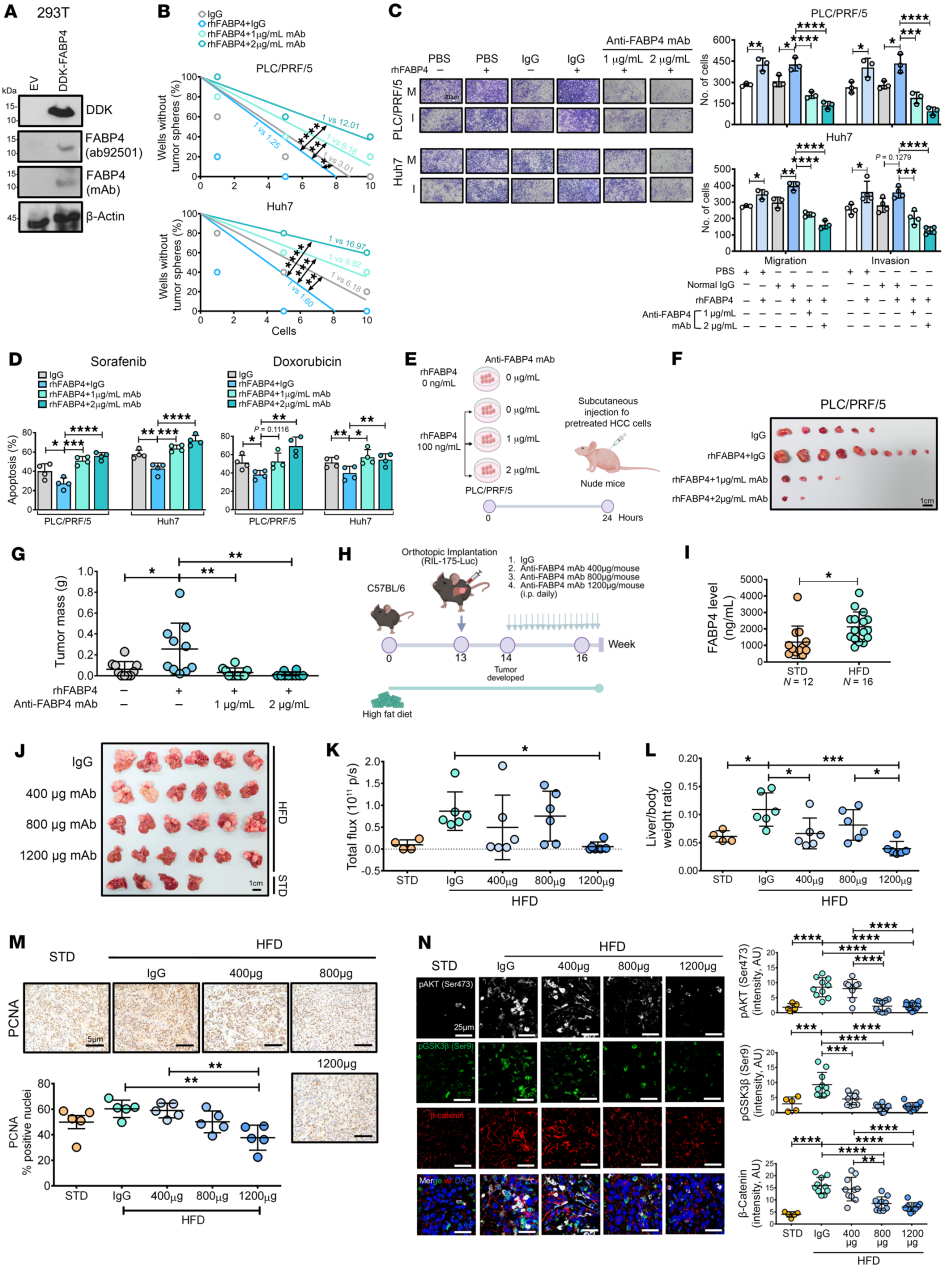
The effect of the anti-FABP4 mAb on CSC properties and tumor suppression in a MASLD-HCC mouse model. (**A**) Western blot showing specificity of FABP4 mAb. (**B**) Limiting dilution sphere analysis of the effect of rhFABP4 on HCC cells following treatment with FABP4 mAb (*n* = 2). (**C**) Effect of ablation of FABP4 on migration (M) and invasion (I) abilities of cells (*n* = 3–4). Representative images of stained cells. Scale bar: 200 μm. (**D**) Apoptosis of HCC cells treated with either PBS (0 ng/mL rhFABP4) or rhFABP4 (100 ng/mL) or in combination with the antiFABP4 mAb induced by doxorubicin or sorafenib for 48 hours (*n* = 4). (**E**) Workflow of pretreatment of HCC cells with rhFABP4 and anti-FABP4 mAb prior to subcutaneous inoculation in nude mice. (**F**) Images of xenograft tumors. Scale bar: 1 cm. (**G**) Graph showing the mass of xenograft tumors (*n* = 10 mice). (**H**) Experimental design for orthotopic MASLD-HCC mouse model with anti-FABP4 mAb treatment. (**I**) Serum FABP4 after 13 weeks of HFD or STD before orthotopic implantation (2-tailed *t* test). (**J**) Image of HCC tumors. Untreated HCC tumors of STD group were included. Scale bar: 1 cm. (**K**) Luciferase signal intensity of livers (STD: *n* = 4 mice and HFD: *n* = 6 mice per group). (**L**) Graph of mouse liver/body weight ratio. (**M**) Immunohistochemical images of PCNA in resected tumors (*n* = 5 random fields). Scale bars: 5 μm. (**N**) Expression of p-AKT (Ser473) (white), p-GSK3β (Ser9) (green), and β-catenin (red) in resected tumors (*n* = 5–10 random fields). Scale bars: 25 μm. **B**: extreme limiting dilution analysis with χ^2^ test; **C**, **D**, **G**, **K**–**N**: 1-way ANOVA followed by Tukey’s multiple-comparison test. DAPI: nuclei, blue. Data represent mean ± SD. *P < 0.05. **P < 0.01, ***P < 0.001, ****P < 0.0001.

## Version 1 12/15/2025

Electronic publication

# Supplementary material for: Adipocyte-derived FABP4 promotes metabolism-associated steatotic liver–induced hepatocellular carcinoma by driving ITGB1-mediated β-catenin activation
**Source:** J Clin Invest. 2025 Dec 15;135(24):e182322. doi: 10.1172/JCI182322
**Supplement:** Supplemental data

**Adipocyte-derived FABP4 promotes metabolism-associated steatotic liver-induced  
hepatocellular carcinoma by driving ITGB1-mediated  $\beta$ -catenin activation**

Carmen Oi Ning Leung, Shilpa Gurung, Katherine Po Sin Chung, Rainbow Wing Hei  
Leung, Martina Mang Leng Lei, Mandy Sze Man Chan, Gregory Kenneth Muliawan, Shakeel  
Ahmad Khan, Xue Qian Wu, Jun Yu, Hui Lian Zhu, Yin Ying Lu, Stephanie Ma, Xiao Ping Wu,  
Ruby Lai Chong Hoo, Terence Kin Wah Lee

Table of contents

Supplemental methods.....2

Supplemental figures.....14

Supplemental tables.....24

Supplemental references.....29

## Supplemental methods

*Reagents.* The recombinant human FABP4 (rhFABP4) protein was purchased from BioVision. The FABP4 inhibitor, BMS-309403, was purchased from Cayman.

*Assessment of steatosis and lobular inflammation scores.* The steatosis and lobular inflammation scores of the mouse livers were assessed using Hematoxylin and Eosin (H&E) stainings. Steatosis was scored according to the following criteria validated by the Pathology Committee of the NASH Clinical Research Network <sup>1</sup>: 0 (<5%), 1 (5-33%), 2 (>33-66%) or 3 (>66%) of parenchymal involvement of steatosis. Inflammation was scored by overall assessment of all inflammatory foci according to the following criteria: 0 (No foci), 1 (< 2 foci per field), 2 (2-4 foci per field) or 3 (> 4 foci per field). Five random fields were assessed in each sample.

*HCC patient-derived organoids and culture conditions.* HCC tissues were obtained from patients undergoing hepatectomy at Queen Mary Hospital, Hong Kong. Samples were collected from patients who had not received any previous local or systemic treatment prior to operation. Informed consent was obtained from all patients before the collection of liver specimens and the study was approved by the Ethics Committee of the University of Hong Kong. For organoid cultures, cells were isolated and cultured according to published protocol <sup>2</sup>. HCC patient-derived organoids labelled HCC#23 was gift from Dr. Meritxell Huch of The Gudon Institute at the University of Cambridge.

*Oil Red-O staining.* Preadipocytes and adipocytes seeded on coverslips were fixed in 4% paraformaldehyde (PFA) for 10 minutes prior to twice of PBS washings. The fixed cells were

incubated with isopropanol for 5 minutes and stained with Oil Red-O solution (Sigma Aldrich) for 15 minutes. Cells were counterstained with hematoxylin for 5 minutes. The stained cells were washed twice with PBS and subjected to microscopic examination.

*Picro sirius red staining.* Paraffin embedded mouse liver tissues were dewaxed and rehydrated. The tissues were stained with 0.1% Picro Sirius red solution for 1 hour, washed twice with 0.5% acidified water. The stained tissues were dehydrated in absolute ethanol, cleared with xylene and mounted for examination. The signal intensity was quantified using ImageJ software.

*BODIPY<sup>TM</sup> 493/503 staining for neutral lipid droplets.* Frozen mouse liver tissues were fixed with 4% PFA for 10 minutes following twice of PBS washings. The neutral lipid droplets were stained using BODIPY<sup>TM</sup> 493/503 (Invitrogen, D3922) at 1 µg/mL for 1 hour at 37 °C. Cells were washed with PBS. Slides were counterstained with DAPI for nuclei, mounted and subjected to Leica TCS SPE confocal microscope examination. The fluorescent intensity of lipid droplets was qualified using ImageJ.

*Collection of conditioned media (CM).* Preadipocytes, adipocytes, HSC-hTERT and HCC cells were seeded in 6-well plate until 80% confluency was attained. Respective culture media were removed and 1.5 mL serum free media was added per well for incubation of 72 hours at 37 °C. The CM was centrifuged at 3,000 rpm at 4 °C for 5 minutes and supernatant was collected.

*Mass spectrometry analysis of CM.* To identify the possible components of the secretomes of the adipocytes, HCC-stimulated adipocyte CM (CAACM), HCC CM (HCCCM) and DMEM (as control), the CM obtained after incubating with respective conditions in serum free medium for 72 hours were collected. The CM was centrifuged at 3,000 rpm for 5 minutes. One milliliter of CM was collected, concentrated and buffer exchanged. Samples were supplemented with urea and trypsin digestion was performed overnight at 37°C. Samples were desalted using C18 columns (Thermo Fisher Scientific). Fractions were eluted using acetonitrile and 0.1% trifluoroacetic acid. Eluted samples were dried, reconstituted with 0.1% formic acid and subjected for Orbitrap mass spectrometry analyses.

*Knockdown of ITGB1 and CTNNB1.* To establish ITGB1 and CTNNB1 knockdown clones, lentiviral particles were generated by co-transfecting 293FT cells with sh*ITGB1* or sh*CTNNB1* cloned using pLKO.1-puro lentiviral vector or non-target control (NTC) plasmids and packaging plasmid mix. Viral supernatant was collected for infection of PLC/PRF/5 and Huh7. The shRNA sequences were listed in **Supplemental Table 4**.

*Cell viability assay.* Cell viability of organoid cultures treated with specified concentrations of rhFABP4 for 6 days was evaluated using CellTiter-Glo® Luminescent Cell Viability Assay (Promega) according to manufacturer's protocol.

*Sphere formation assay.* Three to five hundred cells of PLC/PRF/5, Huh7 and HCC organoids (HK-HCC P1 and HCC#23) were seeded to 24-well plate coated with poly (2-hydroxyethyl methacrylate) (polyHEMA, Sigma Aldrich). Cells were grown in 500 µl of either conditioned media or serum-free 0.25% methylcellulose (Sigma-Aldrich) DMEM/F12 medium

supplemented with 4 µg/mL insulin (Sigma-Aldrich), B27 (Invitrogen) and recombinant human FABP4 (rhFABP4, Biovision) at 20 ng/mL or 100 ng/mL. The number of tumorspheres (diameter larger than 100µm) was counted under microscope after 8-12 days.

For sphere formation assay using co-culturing system,  $4 \times 10^4$  adipocytes or preadipocytes were seeded into the insert with pore size of 0.4 µm (Merck Millipore, Germany) while 300-500 HCC cells were seeded in the lower chamber in 500 µl serum-free 0.25% methylcellulose (Sigma-Aldrich) DMEM/F12 medium. The number of tumorspheres was counted after 10 days.

*Limiting dilution assay.* Parental, sh*TGB1* or sh*CTNNB1* PLC/PRF/5 and Huh7 cells were cultured in a 96-well plate coated with polyHEMA with 200 µl serum-free 0.25% methylcellulose DMEM/F12 medium supplemented with 4 µg/mL insulin, B27 and rhFABP4 when appropriate. Sphere formation was scored after 8-12 days under a phase contrast microscope. The frequency of sphere-forming cell was calculated accordingly using an extreme limiting dilution algorithm (ELDA) (<http://bioinf.wehi.edu.au/software/elda/>)<sup>3</sup>.

*Migration and invasion assays.* Migration assays were performed using polycarbonate membrane transwell inserts with pore size of 8 µm (Millipore). Invasion assays were performed using self-coated Matrigel (BD Biosciences) transwell inserts. HCC cell lines (PLC/PRF/5 and Huh7) or patient derived organoids (HK-HCC P1 and HCC#23) in serum-free medium were seeded in upper chamber while the lower chamber was supplemented with either ADCM or 100 ng/mL rhFABP4 in serum free medium as chemoattractant. Serum free DMEM was used as control. Cells were incubated in humidified incubation at 37 °C for 48

hours. The transwell membranes were fixed with methanol and stained with 1% crystal violet. The membranes were cleaned and air-dried. Photographs of five randomly selected fields of the fixed cells were captured and the cells were counted using ImageJ.

*Enzyme linked immunosorbent assay (ELISA).* Serum FABP4 from patients and secretory FABP4 in conditioned media in human cell lines was quantified using the human FABP4 Duo Set ELISA kit (DY3150-05, R&D Systems). FABP4 and AFP levels in mouse sera were quantified using mouse FABP4 ELISA kit (RD291036200R, BioVendor) and mouse AFP Quantikine ELISA kit (MAFP00, R&D Systems). Quantitation was performed according to manufacturers' protocols.

*Biotinylation of rhFABP4 and Streptavidin capturing of membrane protein.* rhFABP4 was biotin-labelled and crosslinked with sulfosuccinimidyl-2-[6-(biotinamido)-2-(p-azidobenzamido)hyxanoamido]ethyl-1,3'-ithiopropionate) (Sulfo-SBED, A39260, Thermo Fisher Scientific) according to manufacturer's instructions. In brief, 50 µg of rhFABP4 (#4504, BioVision) was incubated with 1 mg of dissolved Sulfo-SBED at room temperature for 30 minutes. The reaction mixture was desalted using Amicon® Ultra-0.5 centrifugal filter device with 3,000 Molecular Weight Cut Off (Millipore). The desalted biotinylated rhFABP4 was incubated in PBS with adherent Huh7 cells at room temperature for 10 minutes. The cell surface proteins interacting with biotinylated rhFABP4 was captured by the photoreactive aryl azide moiety using long wave-UV at 360 nm. The labeled proteins were isolated by NeutrAvidin Agarose slurry and reduced using Pierce™ Cell Surface Protein Biotinylation and Isolation Kit (#A44390, Thermo Fisher Scientific). The interacting rhFABP4-surface protein complex was isolated and the disulfide bond reduced resulting in the biotin label being transferred to the interacting proteins.

*Liquid Chromatography with tandem mass spectrometry (LC-MS/MS) analysis.* The purified samples were prepared for mass spectrometry using EasyPep™ Mini MS Sample Prep Kit (#A40006, Thermo Fisher Scientific) according to manufacturer's protocol. Eluted peptides were subjected to LC-MS/MS analyses at University Research Facility in Chemical and Environmental Analysis in The Hong Kong Polytechnic University, which were performed on Orbitrap Fusion Lumos Mass Spectrometer (Thermo Fisher Scientific) coupled with a Dionex UltiMate™ 3000 RSLnano system (Thermo Fisher Scientific). Peptides were first trapped with a 1mm i.d. × 5mm length trap cartridge (Thermo Fisher Scientific) for 10 min with trapping flow of 10 µL/min, and was then separated on a PepMap C18 column (75 µm i.d. × 25 cm length) with 2 µm particle size (Thermo Fisher Scientific). Mobile phases A and B consisted of 0.1% FA in water and 0.1% FA in ACN, respectively. The LC gradient for separation with a flow rate of 300 nL/minute is as follow: mobile phase B at 6% for 12 minutes; mobile phase B was increased to 20% at 82 minutes and 30% at 92 minutes, followed by 90% mobile phase B at 100 minutes and held for 5 minutes; and mobile phase B was returned to 2% at 105 minutes and maintained until 120 minutes. Both trapping and separation are performed in a column oven at 50°C. Data was collected in data dependent acquisition (DDA) mode. The precursor ions with a charge state of 2+ or higher were fragmented by higher-energy collisional dissociation (HCD) with normalized collision energy of 30%. The MS1 Orbitrap resolution was set at 60,000 with standard AGC target in the scan range of 400-1500 m/z and maximum injection time of 20 ms. Dynamic exclusion time was set as 40 sec and the cycle time of each DDA cycle is set as 3 sec. The MS2 Orbitrap resolution was set at 7,500 with standard AGC target and the maximum injection time were set at  $1 \times 10^5$  and 30 ms, respectively.

*Annexin-V apoptosis assay.* Cells were stained by FITC-conjugated Annexin-V (BioVision) and propidium iodide (PI) (Invitrogen) in Annexin-V binding buffer (BD Biosciences) at room temperature for 30 minutes. Apoptosis percentage was determined using BD Accuri C6 flow cytometer and FACSDiva software (BD Biosciences).

*STRING analysis.* Protein candidates with unique peptide greater than 2 were input into the STRING platform (<https://string-db.org/>) for protein-protein interaction analysis <sup>4</sup>.

*Molecular Docking.* The molecular interactions between FABP4 and ITGB1 was investigated by conducting a comprehensive protein–protein docking analysis. High-resolution crystal structures of FABP4 (PDB ID: 7FWG) and ITGB1 (PDB ID: 3T9K) were retrieved from the RCSB Protein Data Bank <sup>5</sup> (accessed on 2<sup>nd</sup> June, 2025). All non-protein entities, including ligands and water molecules, were meticulously removed using BIOVIA Studio Visualizer 2021 to ensure the structural integrity for docking. The processed PDB files were submitted to the LZerD Protein Docking Webserver <sup>6,7</sup>, utilizing default parameter settings for clustering cutoff (4.0) and surface coarsen max cost (0.0001). The resulting docked complex was subsequently visualized in PyMOL <sup>8</sup>, enabling detailed three-dimensional structural interrogation and high-quality image generation.

*Western blot analysis.* Whole cell lysates were extracted using either NETN buffer supplemented with protease inhibitor cocktail or direct lysis. Protein lysate was separated by SDS-polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to polyvinylidene difluoride membrane (Millipore) for western blot analyses. Primary antibodies FABP4 [EPR3579] (1:1000, ab92501, Abcam), pAKT(Ser473) (D9E), pGSK3 $\beta$  (Ser9) (D3A4), AKT and  $\beta$ -

catenin (D10A8) (1:1000, #4060S, #9322S, #9272S & #8480S, Cell Signaling Technology), GSK3 $\beta$  (clone 7) (1:1000, #610202, clone 7, BD Transduction Laboratories), DDK (OTI4C5) (1:1000, TA50011-100, Origene), ITGB1 (1:1000, 12594-1-AP, Proteintech) and  $\beta$ -ACTIN (AC-74) (1:5000, #A5316, Sigma Aldrich) were incubated at 4°C overnight. After washing, the membrane was incubated with horseradish peroxidase-conjugated anti-mouse or rabbit antibody (GE HealthCare). The signals were visualized using the enhanced chemiluminescence method. Blot images were quantified by densitometry using ImageJ software. The protein expression was normalized to  $\beta$ -actin and expressed as fold change relative to respective controls.

*Immunohistochemical analysis of resected mouse tumors.* Sections were deparaffinized in xylene and rehydrated in graded alcohols and distilled water. Slides were processed for antigen retrieval by a standard microwave heating technique in Tris-EDTA buffer. Endogenous peroxidase activities were quenched using 3% hydrogen peroxide. The sections were immersed in serum-free-protein block solution (DAKO). Specimens were subsequently incubated with primary antibodies (PCNA (PC10): 1:5000, ab29, Abcam;  $\alpha$ -SMA: 1:500, ab5694, Abcam;  $\beta$ -catenin (D10A8): 1:100, #8480S, Cell Signaling Technology). The sections were then washed thoroughly and incubated with anti-rabbit Envision™ HRP-conjugated secondary antibody (DAKO). Positive signals were visualized using Liquid DAB+ Substrate-Chromogen System (DAKO). Sections were counterstained with Mayer's hematoxylin followed by examination using light microscope. The number of positive PCNA nuclei and expression of  $\beta$ -catenin in mouse tumor tissues were quantified using ImageJ software.

*Multiplexed fluorescent immunohistochemistry in human fatty liver tissue and resected mouse liver tumors.* The tyramide signal amplification-based method was used for staining multiple targets in HCC paraffin embedding specimens with Opal 4-Color Manual IHC Kit (NEL810001KT, Akoya Biosciences). Sections were deparaffinized in xylene and rehydrated in decreasing graded alcohols and distilled water. Slides were processed for antigen retrieval by a standard inverter microwave heating technique with either diluted 50x Envision FLEX Target Retrieval Buffer (pH9.0, K8004, Dako) for FABP4, pGSK3 $\beta$  (Ser9), pAKT (Ser473), CD68, CD86, CD206 and CD31 or 10x AR6 sodium citrate buffer for Perilipin-1 and  $\beta$ -catenin (pH6.0, AR600250ML, Akoya BioSciences) for 15 minutes. Endogenous peroxidase activities were quenched using 3% hydrogen peroxide for 10 minutes at room temperature. The sections were immersed in blocking/antibody diluent (ARD1001EA, Akoya Biosciences) for 30 minutes at room temperature. Specimens were incubated with primary antibodies overnight at 4°C (FABP4 [EPR3579] and Perilipin-1 (1:1000 for ab92501 and 1:200 for ab3526, Abcam), pGSK3 $\beta$  (Ser9) (D3A4), pAKT (Ser473) (D7F10), F4/80 (D2S9R), CD68 (E3O7V), CD86 (E5W6H) and CD206 (E6T5J) (1:500 for #9322S, 1:200 for #9018S, 1:200 for #70076T, 1:500 for #97778S, 1:500 for #19589S and 1:500 for #24595S, Cell Signaling Technology). For  $\beta$ -catenin (D10A8, #8480S, Cell Signaling Technology) and CD31 (F2N3M, #15585T, Cell Signaling Technology), primary antibodies were incubated at 1:100 or 1:500 for 3 hours at room temperature. The sections were then washed thoroughly and incubated with Opal polymer HRP Mouse+Rabbit (ARH1001EA, Akoya Biosciences) for 30 minutes at room temperature. Followed by a brief wash with 1xTBST, Opal fluorophore (1:100) was applied for FABP4, pGSK3 $\beta$  (Ser9) or CD86 (Opal 520), Perilipin-1, pAKT (Ser473), F4/80 or CD68 (Opal 570) and  $\beta$ -catenin, CD206 or CD31 (Opal 690) for 15 minutes at room temperature. A final stripping step was performed with diluted 10x AR6 sodium citrate buffer in the microwave

oven for 15 minutes. The section slides were cooled down, counterstained with DAPI solution (1:1000) and mounted for examination using Leica TCS SPE confocal microscope. The fluorescent intensity was quantified using ImageJ software. Colocalization analysis was conducted using Coloc2 plugin of ImageJ software. Pearson's correlation coefficient was used to express the correlation between variables of interest <sup>9</sup>.

$\beta$ -catenin TCF binding luciferase reporter assay.  $\beta$ -catenin activity was examined using luciferase reporter assay of TCF/LEF-dependent transcription (TOP/FOPFLASH reporter assay). Either firefly luciferase pSuper8XTOPflash or pSuper8XFOPflash constructs (gifts from Dr. Moon R, University of Washington), together with Renilla luciferase construct pRL-CMV (Promega) for normalization of transfection efficiency, were transfected using Lipofectamine<sup>®</sup> 2000. Luciferase activities were assayed using Dual-Luciferase<sup>®</sup> Reporter Assay System (Promega) according to manufacturer's protocol.

*Immunoprecipitation.* The protein lysate was incubated with anti-DDK antibody (OTI4C5) (1:1000, TA50011-100, Origene), together with Protein A agarose beads (#9863, Cell Signaling Technology) at 4°C overnight with gentle agitation. Normal mouse IgG served as control. The immunoprecipitates were eluted by boiling in 2X SDS loading buffer for 10 minutes and then subjected to SDS-PAGE and immunoblotting analyses.

*In vivo tumorigenicity assay.* In vivo evaluation of tumorigenicity was performed with either male nonobese diabetic/severe combined immunodeficient (NOD/SCID) or NOD/SCID gamma mice of age 4-6 week-old by induction of tumor xenografts. Cells were suspended in 1:1 culture medium and BD Matrigel Matrix (BD Biosciences) and subcutaneously injected into the flanks

of the mice, which were kept under observation. Briefly, each mouse received two injections of cells in both flanks, and cells pretreated with either rhFABP4 (100 ng/mL) or ADCM for 24 hours with their control group were injected into NOD/SCID and NOD/SCID gamma mice, respectively. Tumors were harvested at the end of the experiment for documentation. Tumor-initiating cell frequency was calculated using Extreme Limiting Dilution Analysis (ELDA) software<sup>3</sup>. No specific randomization method was used. Sample size of animals was chosen based on significant *p* values. The study protocol was approved by and performed in accordance with the guidelines for the Use of Live Animals in Teaching and Research at Hong Kong Polytechnic University. The study protocol was approved by and performed in accordance with the guidelines for the Use of Live Animals in Teaching and Research at Hong Kong Polytechnic University. The tumor volumes did not exceed 10% of normal body weight or 1.3 cm in diameter. Mice were sacrificed if the percentage of body weight loss is greater than 20% including the tumor mass. The maximal tumor size/burden was permitted by study protocol of the Hong Kong Polytechnic University. The maximal tumor size/burden was not exceeded in all experiments.

*RNA extraction and quantitative PCR (qRT-PCR) analysis.* Total RNA was isolated using TRIzol reagent according to the manufacturer's protocol (Invitrogen). Complementary DNA (cDNA) was synthesized using 1µg total RNA with PrimeScript RT Reagent Kit (Takara Bio, Shiga, Japan) according to the manufacturer's instructions and then subjected to qPCR with BrightGreen 2x qPCR Master mix (Applied Biological Materials Inc) using QuantStudio 7 Flex Read Time PCR System (Applied Biosystems, Foster City, California, US) with primers specific to the sequences of genes of interest which were provided in **Supplemental Table 5**. Relative

expression differences were calculated using  $2^{-\Delta\Delta CT}$  method with reference to either *GAPDH* or *Actb*.

*RNA sequencing.* Total RNA of rhFABP4 0 ng/mL (control) or 100 ng/mL treated PLC/PRF/5 and resected tumors from WT and *Fabp4*<sup>-/-</sup> mouse in chemical induced HFD model were extracted using TRIzol Reagent (Life Technologies) according to manufacturer's protocol. The quality of total RNA was checked by Agilent 2100 bioanalyzer (Agilent Technologies Inc.) to have OD260/280 ratio of between 1.8-2.0 and RNA integrity number (RIN) of value higher than 8.0. The RNA samples which met the quality assessment were then subjected to Illumina sequencing using HiSeq 1500 sequencer (Illumina) or NextSeq2000 (Illumina) for performing sequencing run. Each pair-end sample had an average throughput of 20Gb.

A

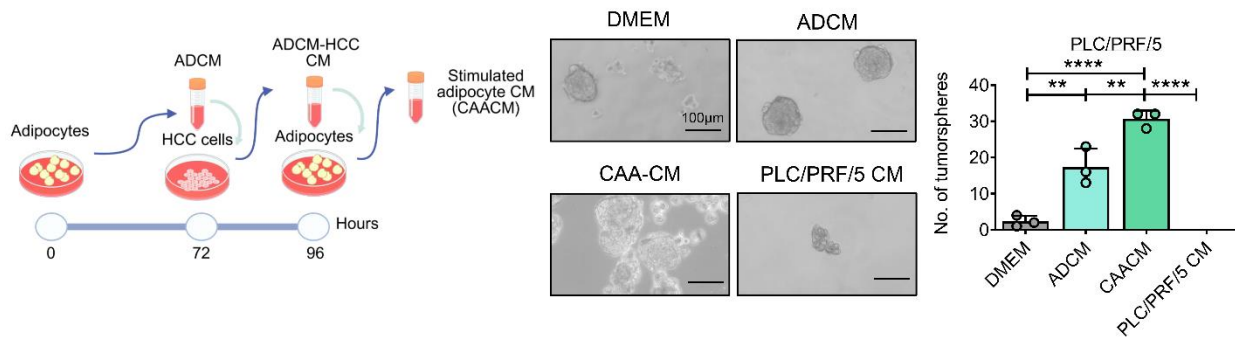

B

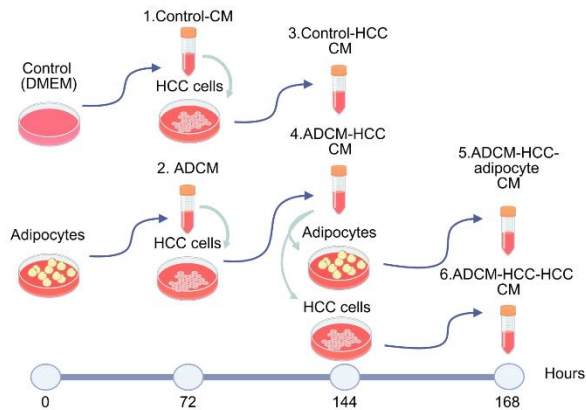

C

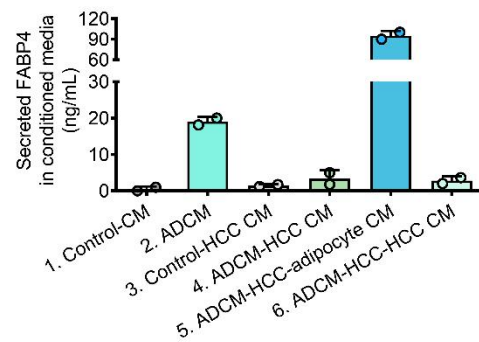

**Supplemental Figure 1. The secretion of FABP4 in adipocytes was stimulated by conditioned medium from adipocyte conditioned medium (ADCM)-incubated HCC cells. (A)** Schematic diagram showing the workflow of stimulated adipocyte CM (CAACM) collection. The tumorsphere formation of PLC/PRF/5 was enhanced by ADCM when compared to DMEM control, which was further elevated by CAACM ( $n=3$ ,  $**p<0.01$  &  $****p<0.0001$ , one-way ANOVA followed by Tukey's multiple comparisons test). Scale bar = 100  $\mu$ m. **(B)** Schematic diagram showing the workflow of CM collection from stimulated adipocytes or HCC cells. **(C)** Secreted FABP4 levels in conditioned media were detected using ELISA ( $n=2$ ). Data was presented as the mean  $\pm$  SD.

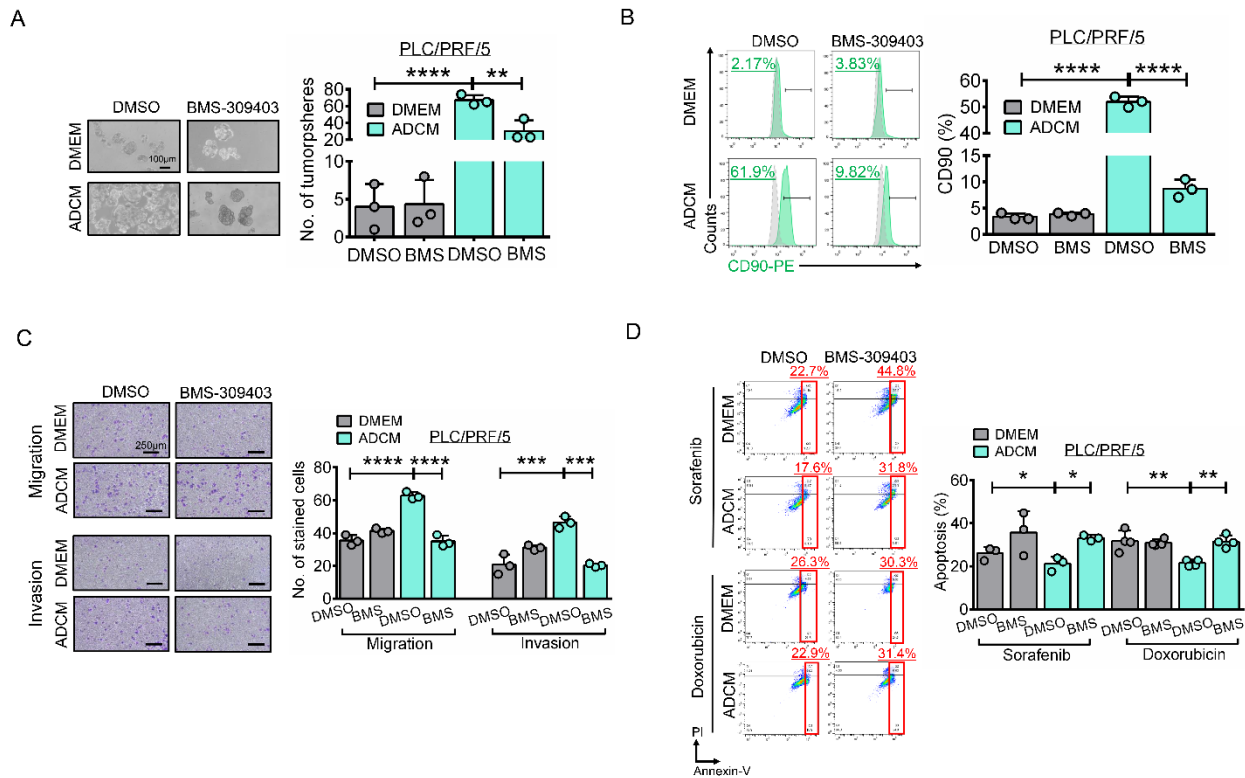

**Supplemental Figure 2. Inhibition of FABP4 in ADCM by BMS-309403 attenuated the CSC properties of HCC cells. (A)** In vitro tumorsphere formation assay demonstrated BMS-309403 at 1  $\mu$ M suppressed the enhancing self-renewal ability of ADCM conferred to PLC/PRF/5 ( $n=3$ ). Representative images showing the tumorspheres. Scale bar: 100  $\mu$ m. **(B)** Expression of liver CSC marker CD90 was measured by flow cytometry analysis. ( $n=3$ ). **(C)** The migration and invasive abilities of HCC cells was evaluated by uncoated (top) and Matrigel-coated transwell (bottom) assays, respectively ( $n=3$ ). Representative images of stained cells were shown. Scale bar: 250  $\mu$ m. **(D)** The apoptosis of cotreatment of ADCM with BMS-309403 HCC cells induced by doxorubicin (1  $\mu$ g/mL) or sorafenib (6  $\mu$ M) was measured using Annexin-V PI staining (Doxorubicin treatment:  $n=4$  while sorafenib treatment:  $n=3$ ). Data was presented as the mean  $\pm$  SD. \* $p<0.05$ , \*\* $p<0.01$ , \*\*\* $p<0.001$  & \*\*\*\* $p<0.0001$ , one-way ANOVA followed by Tukey's multiple comparisons test.

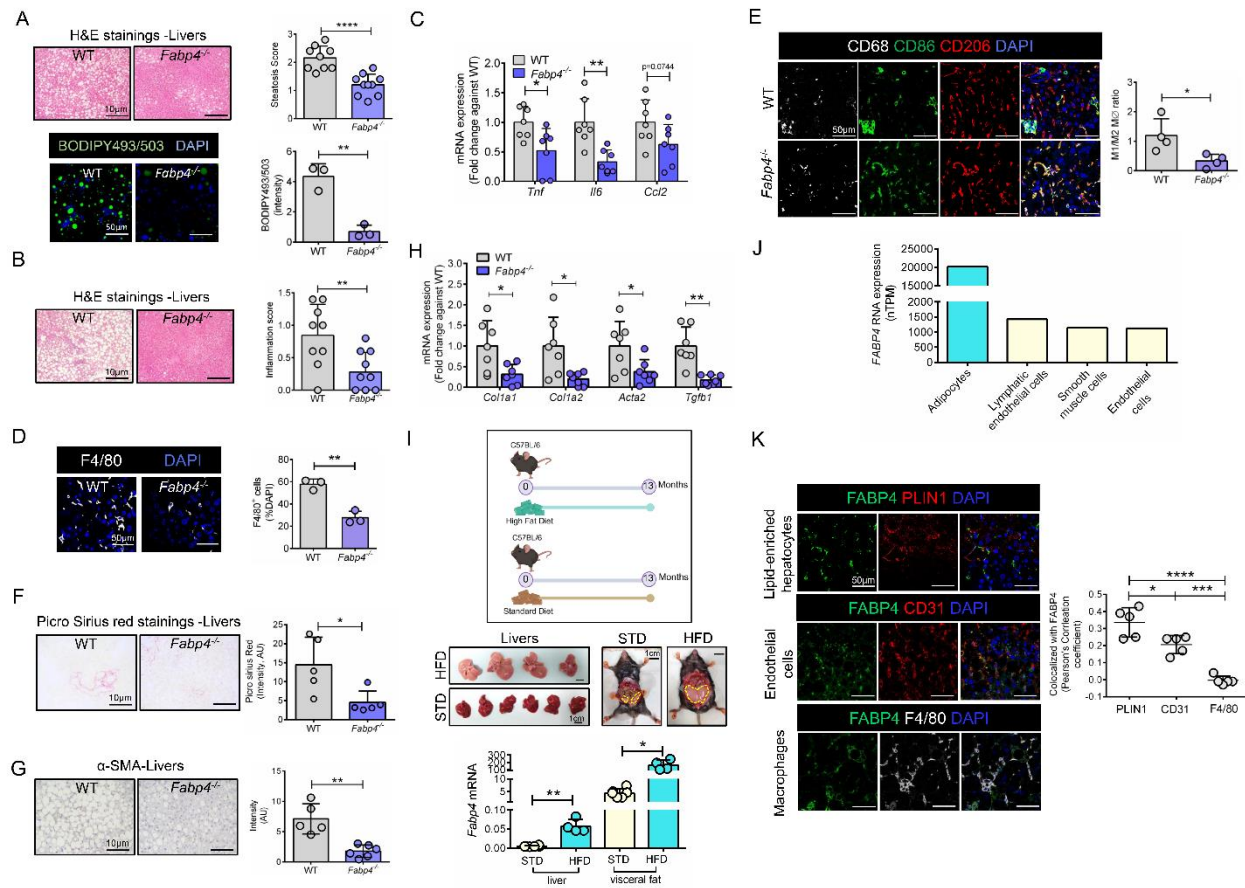

**Supplemental Figure 3. Genetic loss of *Fabp4* dampened steatosis and inflammation of the livers upon DEN-HFD.** (A) Steatosis of mouse livers from WT and *Fabp4*<sup>-/-</sup> was assessed using H&E (WT *n*=9 & *Fabp4*<sup>-/-</sup> *n*=10 mice) and BODIPY<sup>TM</sup>493/503 staining (*n*=3 mice). Representative H&E and BODIPY<sup>TM</sup>493/503 images were shown. The tissues were counterstained with either haematoxylin or DAPI (blue). Scale bar: 10 μm and 50 μm. (B) Lobular inflammation score was assessed. Scale bar: 10 μm. (C) Expression of pro-inflammatory genes of livers were measured (*n*=7 mice). (D) The level of F4/80 (white) macrophages was examined in the livers (*n*=3 mice). The tissues were counterstained with DAPI (blue). Scale bar: 50 μm. (E) Multiplex IHC staining on M1 and M2 macrophages (MØ) were performed using combination of CD68 (white)/CD86 (green) or CD68 (white)/CD206 (red) (*n* = 4 mice). Scale bar: 50 μm. Number of positive cells was quantified and expressed as M1/M2 MØ ratio. (F-G) Picro sirius red and α-SMA stainings of mouse livers from WT and *Fabp4*<sup>-/-</sup> (*n*=5-6 mice). Scale bar: 10 μm. (H) Expression of fibrosis-related genes of livers were measured (*n*=7 mice). (I) Schematic diagram showing the long-term feeding of high-fat diet (HFD) in mice. *Fabp4* level of livers and visceral fat was examined (STD *n*=6 & HFD *n*=4 mice). Representative images of livers and visceral fat (yellow dotted circle) were presented. Scale bar: 1 cm. (J) RNA expression of human *FABP4* in different cell types from [The Human Protein Atlas](#) (cutoff of nTPM>10000). (K) Colocalization analyses of FABP4 (green), PLIN1 (red), CD31 (red), F4/80 (white) and counterstained with DAPI (blue) (*n*=5 mice). \**p*<0.05, \*\**p*<0.01, \*\*\**p*<0.001 & \*\*\*\**p*<0.0001. A-I: two-tailed *t* test; K: one-way ANOVA followed by Tukey's multiple comparisons test. Data was presented as mean ± SD.

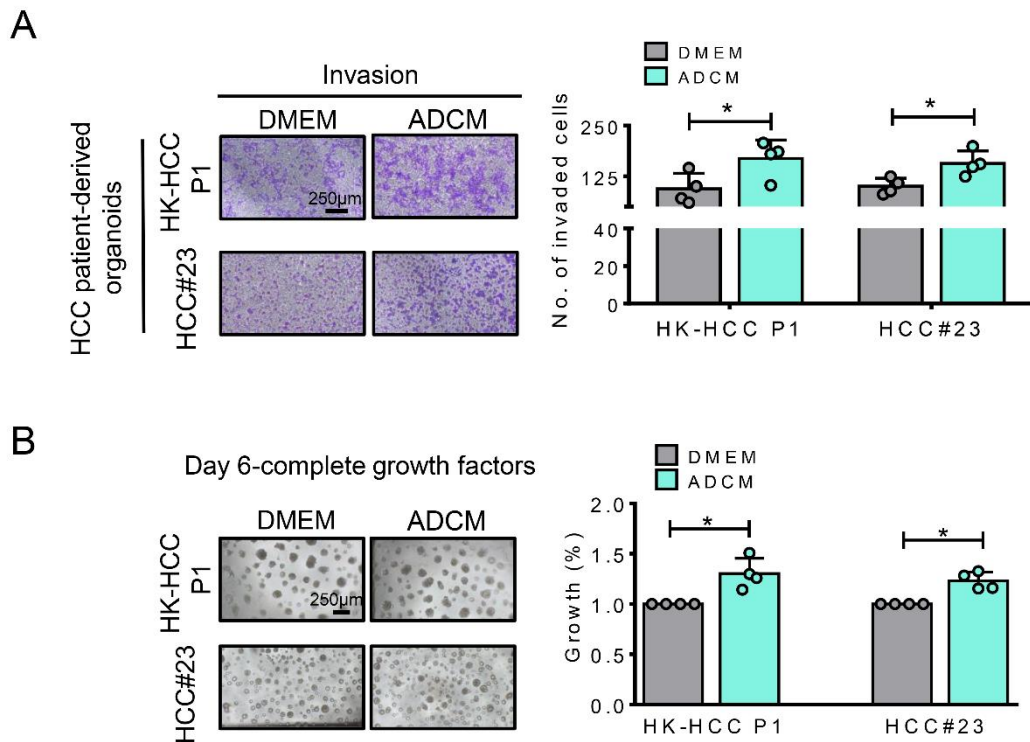

**Supplemental Figure 4. Effect of adipocyte-conditioned medium (ADCM) on HCC patient-derived organoids.** (A) ADCM enhanced cell invasiveness of HCC patient-derived organoids in matrigel-coated transwell assay ( $n=4$ ). Scale bar: 250  $\mu$ m. (B) Representative images of organoids upon treatment of ADCM were shown. The growth of HCC patient-derived organoids was significantly enhanced upon administration of ADCM for 6 days using Cell-Titer-Glo assay ( $n=4$ ). Scale bar: 250  $\mu$ m. Data was presented as the mean  $\pm$  SD. \* $p<0.05$ , two-tailed  $t$  test.

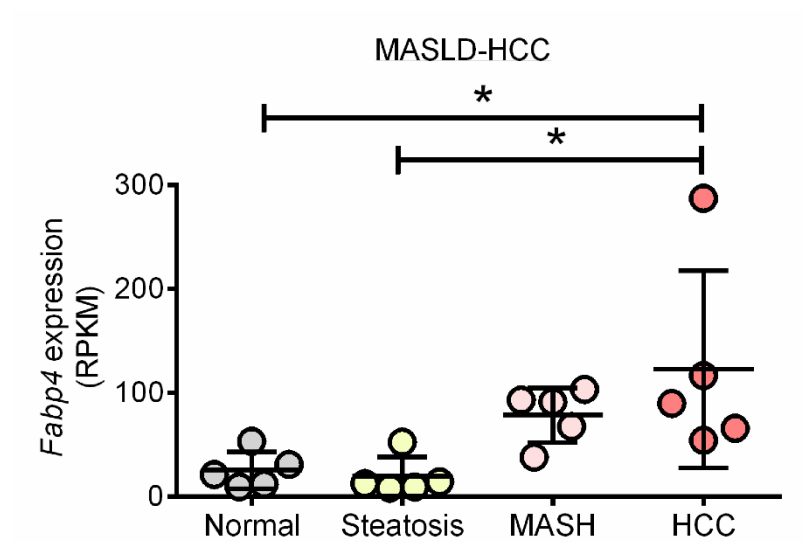

**Supplemental Figure 5. *Fabp4* mRNA expression in various stages of MASLD-HCC mouse model.** Bulk RNA sequencing of MASLD-HCC mouse model ( $n=5$  mice). Data was presented as the mean  $\pm$  SD. \* $p<0.05$ , one-way ANOVA followed by Tukey's multiple comparisons test.

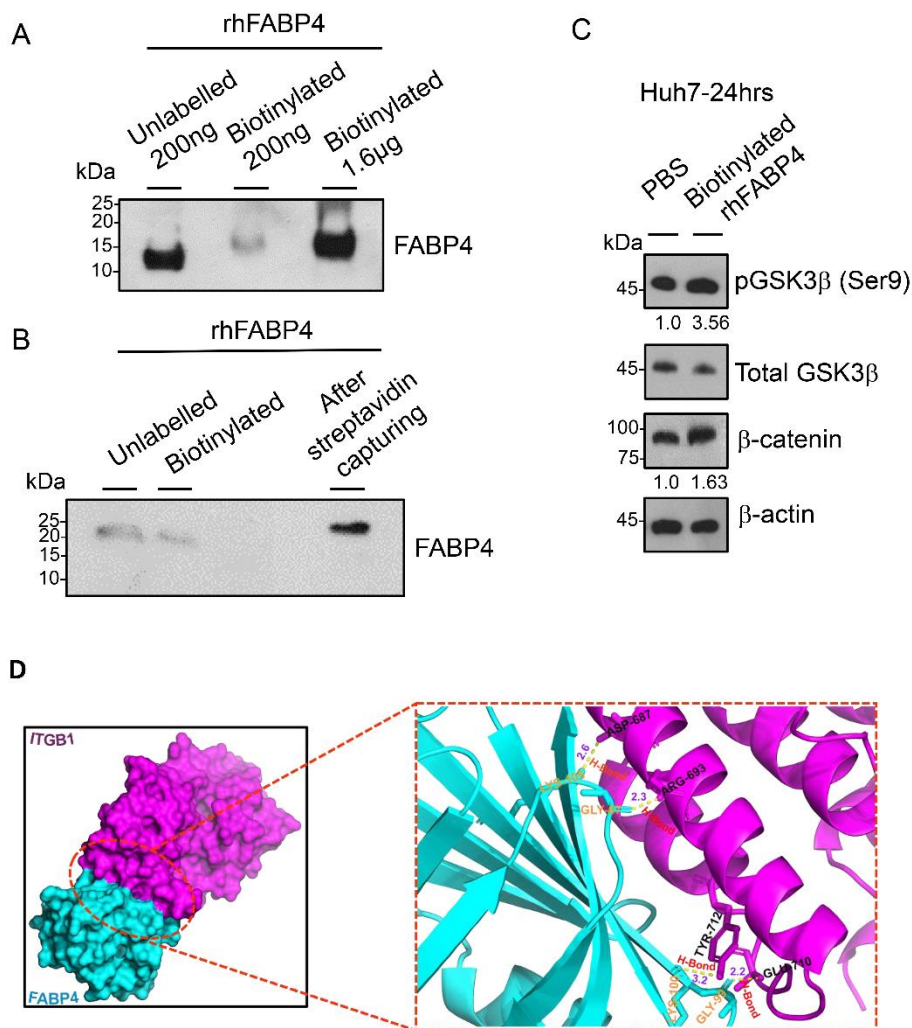

**Supplemental Figure 6. Biotinylation of recombinant FABP4 protein (rhFABP4) for cell surface target binding identification using mass spectrometry and molecular docking analysis of FABP4-ITGB1 complex.** (A) Western blot analysis showing the successful detection of FABP4 protein after biotinylation. (B) Biotinylated FABP4 was detected after capturing of streptavidin. (C) The function of rhFABP4 was not affected upon biotinylation, as demonstrated by the upregulation of pGSK3β (Ser9) and β-catenin in Western blot analyses. (D) Structural model of FABP4-ITGB1 complex. Protein-protein interface and key interfacial hydrogen bonds were highlighted. FABP4 (cyan) and ITGB1 (magenta) interacted via a defined network of residues (LYS-105 and GLY-67 of FABP4 formed strong hydrogen bonds with ASP-687 and ARG-693 of ITGB1 at 2.6 Å and 2.3 Å, respectively, whereas LYS-100 and GLY-99 of FABP4 interacted with TYR-712 and GLU-710 of ITGB1 at 3.2 Å and 2.2 Å, respectively).

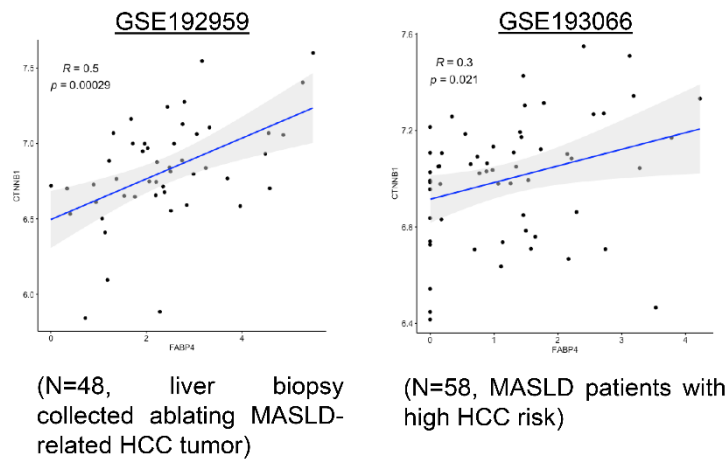

**Supplemental Figure 7. *FABP4* expression was positively correlated with *CTNNB1* in MASLD-related HCC patients and MASLD patients at high risk of HCC.** According to the [GSE192959](#) and [GSE193066](#) datasets, *FABP4* was positively correlated with *CTNNB1* in MASLD-related HCC patients and MASLD patients at high risk of HCC ( $R=0.5$ ,  $p=0.00029$  &  $R=0.3$ ,  $p=0.021$ ; Pearson correlation).

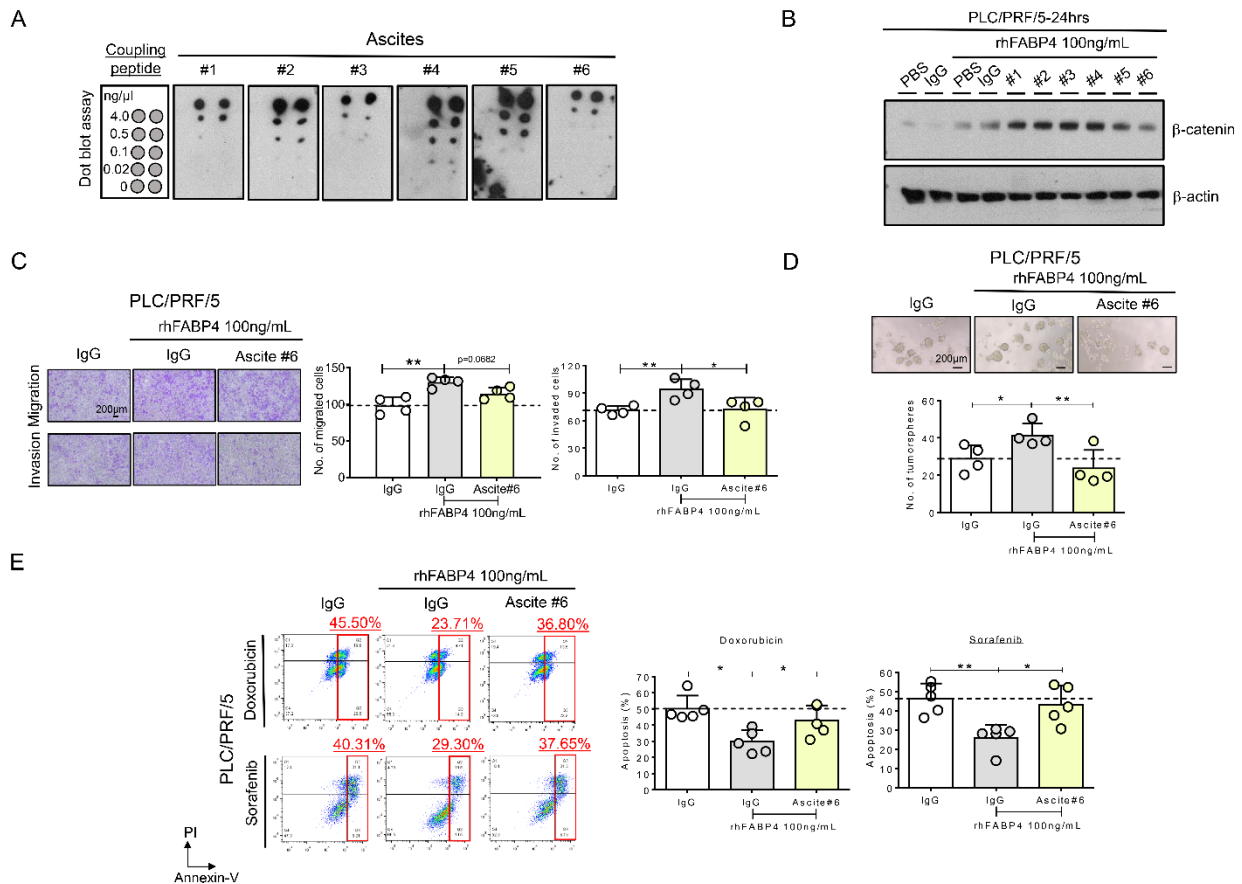

**Supplemental Figure 8. Generation of anti-human FABP4 monoclonal antibody based on the functional characterization of the mouse ascites.** (A) The detection efficiency of the six ascites was examined using coupling peptide in dot blot assay. Representative dot blot results were shown. (B) Cotreatment of rhFABP4 with ascites #1-#6 at 10  $\mu\text{g/mL}$  for 24 hours were performed using PLC/PRF/5. Western blot analyses showed that ascite #6 repressed the upregulation of  $\beta$ -catenin. Ascite #6 was chosen for functional characterization. (C) The effects of rhFABP4 at 100 ng/mL in cell migratory and invasive abilities were abolished by treatment of ascite #6 at 2  $\mu\text{g/mL}$  when compared with normal IgG control ( $n=4$ ). Scale bar: 200  $\mu\text{m}$ . (D) The enhanced self-renewing ability by rhFABP4 was abrogated by cotreatment with ascite#6 at 1  $\mu\text{g/mL}$  ( $n=4$ ). Scale bar: 200  $\mu\text{m}$ . (E) Drug resistance conferred by rhFABP4 were rescued by ascite #6 upon treatment of either doxorubicin (1.5  $\mu\text{g/mL}$ ) or sorafenib (6  $\mu\text{M}$ ) ( $n=5$ ). Data was presented as the mean  $\pm$  SD. \* $p<0.05$  & \*\* $p<0.01$ , one-way ANOVA followed by Tukey's multiple comparisons test.

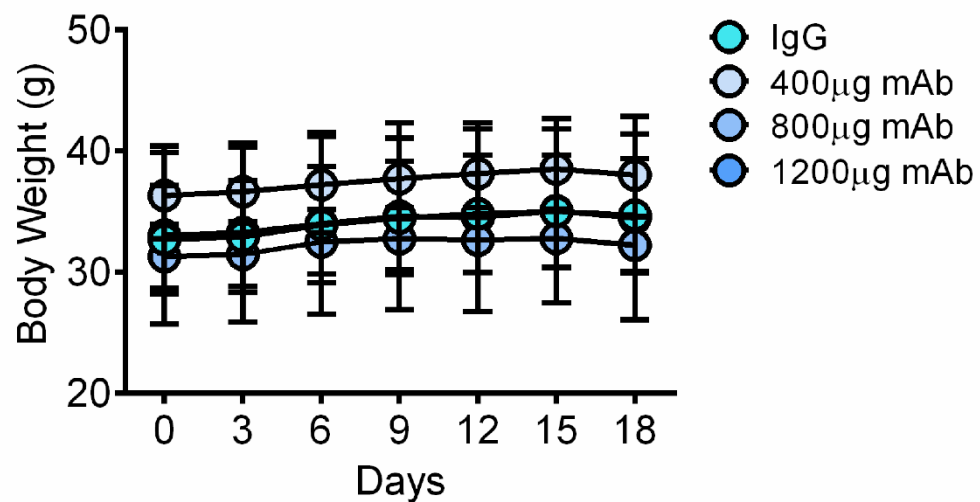

**Supplemental Figure 9. Effect of anti-FABP4 monoclonal antibody on body weight of the mice.** No notable change in body weight was observed after treatment of anti-FABP4 mAb ranging from 400 µg to 1200 µg ( $n=6$  mice per group). Data was presented as the mean  $\pm$  SD.

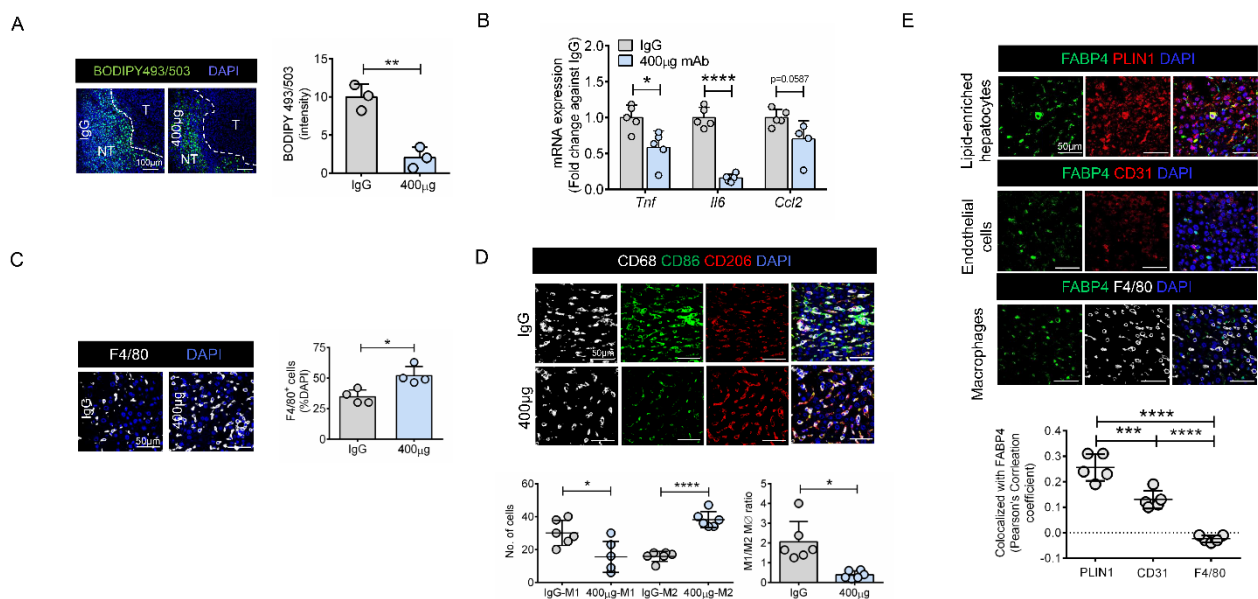

**Supplemental Figure 10. Neutralization of FABP4 by monoclonal antibody (3I19-1) approach in MASLD-HCC mouse model suppressed the tumor growth through modulating of immune environment in the liver.** (A) The accumulation of neutral lipid droplets in the livers was reduced upon administration of anti-FABP4 monoclonal antibody at 400 µg ( $n=3$  mice). Representative BODIPY<sup>TM</sup>493/503 images were shown (NT: non-tumor, T: tumor). The tissues were counterstained with DAPI (blue). Intensity of BODIPY<sup>TM</sup>493/503 was quantified using ImageJ. Scale bar: 100 µm. (B) Expression of pro-inflammatory genes *Tnf*, *Il6* and *Ccl2* in mouse livers was examined ( $n=5$  mice). (C) The level of F4/80 macrophages was examined in the livers ( $n=4$  mice). The tissues were counterstained with DAPI (blue). Positive staining was quantified using ImageJ. Scale bar: 50 µm. (D) Multiplex IHC staining on M1 and M2 macrophages ( $M\phi$ ) were performed using combination of CD68 (white)/CD86 (green) or CD68 (white)/CD206 (red) ( $n=6$  mice). Scale bar = 50 µm. The tissues were counterstained with DAPI (blue). Number of positive cells was quantified using ImageJ and expressed as M1/M2  $M\phi$  ratio. (E) Colocalization analyses of FABP4 (green), PLIN1 (red), CD31 (red), F4/80 (white) and counterstained with DAPI (blue) ( $n=5$  mice). Data was presented as mean  $\pm$  SD. \* $p<0.05$ , \*\* $p<0.01$ , \*\*\* $p<0.001$  & \*\*\*\* $p<0.0001$ . A-D: two-tailed  $t$  test; E: one-way ANOVA followed by Tukey's multiple comparisons test.

## Supplemental tables

**Supplemental Table 1.** Effect of adipocyte conditioned medium (ADCM) on tumorigenicity of PLC/PRF/5 and Huh7 cells. (A) Subcutaneous in vivo tumor development in NOD/SCID gamma (NSG) mice of pretreated PLC/PRF/5 cells with either DMEM (control) or ADCM. (B) Subcutaneous in vivo tumor development in NSG mice of pretreated Huh7 cells with either DMEM or ADCM. Significance was calculated by extreme limiting dilution analysis with chi-square test.

(A) Primary engraftment of PLC/PRF/5 cells

|             | Tumor incidence rate    |                         |                         | Extreme limiting dilution |                 |                 |
|-------------|-------------------------|-------------------------|-------------------------|---------------------------|-----------------|-----------------|
|             | 5X10 <sup>3</sup> cells | 1x10 <sup>4</sup> cells | 5x10 <sup>4</sup> cells | Estimated CSC frequency   | 95% CI          | <i>p</i> -value |
| <b>DMEM</b> | 3/9                     | 3/9                     | 4/5                     | 1/22710                   | 1/11328-1/45528 | 3.26e-06        |
| <b>ADCM</b> | 9/9                     | 7/8                     | 5/5                     | 1/2685                    | 1/5262-1/1370   |                 |

(B) Primary engraftment of Huh7 cells

|             | Tumor incidence rate    |                         |                         | Extreme limiting dilution |                 |                 |
|-------------|-------------------------|-------------------------|-------------------------|---------------------------|-----------------|-----------------|
|             | 5X10 <sup>3</sup> cells | 1x10 <sup>4</sup> cells | 5x10 <sup>4</sup> cells | Estimated CSC frequency   | 95% CI          | <i>p</i> -value |
| <b>DMEM</b> | 1/5                     | 2/5                     | 3/5                     | 1/36748                   | 1/88192-1/15312 | 0.00902         |
| <b>ADCM</b> | 3/5                     | 3/5                     | 5/5                     | 1/8033                    | 1/18175-1/3551  |                 |

**Supplemental Table 2.** Key adipocyte-specific secretory proteins in ADCM determined by mass spectrometry. A list of top 22 adipocyte-specific secretory proteins that were identified in ADCM was shown. Score of zero is given to protein that was not detected in CAACM or HCCCM.

|    | Protein                                       | Protein score (ADCM) | Protein score (CAACM) | Fold Change (CAACM-ADCM)/ADCM | Fold Change (HCCCM-ADCM)/ADCM |
|----|-----------------------------------------------|----------------------|-----------------------|-------------------------------|-------------------------------|
| 1  | Laminin subunit gamma-1 (LAMC1)               | 913                  | 810                   | -0.11                         | -0.55                         |
| 2  | Gelsolin (GSN)                                | 547                  | 609                   | -0.11                         | -0.64                         |
| 3  | Pentraxin-related protein PTX3 (PTX3)         | 494                  | 231                   | -0.53                         | -1                            |
| 4  | Laminin subunit alpha-4 (LAMA4)               | 380                  | 139                   | -0.63                         | -1                            |
| 5  | Tenascin C (TNC)                              | 353                  | 23                    | -0.93                         | -1                            |
| 6  | Lumican (LUM)                                 | 258                  | 266                   | 0.031                         | -0.90                         |
| 7  | Annexin A5 (ANXA5)                            | 253                  | 353                   | 0.39                          | -1                            |
| 8  | Nidogen-1 (NID1)                              | 221                  | 215                   | -0.02                         | -1                            |
| 9  | Calmodulin (CALM)                             | 211                  | 1218                  | 4.77                          | 1.72                          |
| 10 | Legumain (LGMN)                               | 163                  | 115                   | -0.29                         | -0.63                         |
| 11 | Alpha-2-HS-glycoprotein (AHSG)                | 126                  | 214                   | 0.69                          | 1.31                          |
| 12 | Periostin (POSTN)                             | 114                  | 0                     | -1                            | -1                            |
| 13 | Thymosin beta-10 (TMSB10)                     | 95                   | 98                    | 0.03                          | 2.66                          |
| 14 | Phospholipid transfer protein (PLTP)          | 65                   | 0                     | -1                            | -1                            |
| 15 | Adipocyte enhancer-binding protein 1 (AEBP1)  | 65                   | 0                     | -1                            | -1                            |
| 16 | Macrophage colony-stimulating factor 1 (CSF1) | 59                   | 69                    | 0.17                          | -1                            |
| 17 | Serglycin (SRGN)                              | 59                   | 0                     | -1                            | -1                            |
| 18 | Golgi membrane protein 1 (GOLM1)              | 50                   | 523                   | 9.46                          | 7.58                          |
| 19 | Olfactomedin-like protein 3 (OLFL3)           | 50                   | 0                     | -1                            | -1                            |
| 20 | Dickkopf-related protein 3 (DKK3)             | 40                   | 0                     | -1                            | -1                            |
| 21 | Fatty acid-binding protein (FABP4)            | 33                   | 324                   | 8.8                           | -1                            |
| 22 | Xaa-Pro dipeptidase (PEPD)                    | 27                   | 76                    | 1.8                           | -1                            |

**Supplemental Table 3.** Effect of recombinant human FABP4 (rhFABP4) on tumorigenicity of PLC/PRF/5 and Huh7 cells. (A) Subcutaneous in vivo tumor development in NOD/SCID mice of pretreated PLC/PRF/5 cells with either PBS (control) or rhFABP4 at 100 ng/mL. (B) Subcutaneous in vivo tumor development in NOD/SCID mice of pretreated Huh7 cells with either PBS or rhFABP4 at 100 ng/mL. Significance was calculated by extreme limiting dilution analysis with chi-square test.

(A) Primary engraftment of PLC/PRF/5 cells

|                | Tumor incidence rate    |                         | Extreme limiting dilution |                |                 |
|----------------|-------------------------|-------------------------|---------------------------|----------------|-----------------|
|                | 1X10 <sup>3</sup> cells | 5x10 <sup>3</sup> cells | Estimated CSC frequency   | 95% CI         | <i>p</i> -value |
| <b>PBS</b>     | 2/5                     | 1/5                     | 1/8749                    | 1/29109-1/2630 | 0.0373          |
| <b>rhFABP4</b> | 3/5                     | 4/5                     | 1/2108                    | 1/5182-1/858   |                 |

(B) Primary engraftment of Huh7 cells

|                | Tumor incidence rate    |                         |                         | Extreme limiting dilution |                |                 |
|----------------|-------------------------|-------------------------|-------------------------|---------------------------|----------------|-----------------|
|                | 1X10 <sup>3</sup> cells | 5x10 <sup>3</sup> cells | 1x10 <sup>4</sup> cells | Estimated CSC frequency   | 95% CI         | <i>p</i> -value |
| <b>PBS</b>     | 1/5                     | 2/5                     | 1/5                     | 1/17193                   | 1/47765-1/6189 | 0.00435         |
| <b>rhFABP4</b> | 3/5                     | 4/5                     | 4/5                     | 1/3404                    | 1/7177-1/1615  |                 |

**Supplemental Table 4. shRNA and sgRNA sequences.**

|                          | Sequence (5'-3')                                         |
|--------------------------|----------------------------------------------------------|
| <b>NTC</b>               | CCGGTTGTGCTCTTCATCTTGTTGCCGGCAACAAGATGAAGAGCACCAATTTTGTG |
| <b>sh<i>TGB1</i>#1</b>   | GCCTCCAGATGACATAGAAA                                     |
| <b>sh<i>TGB1</i>#2</b>   | GCCTTGCATTACTGCTGATAT                                    |
| <b>sh<i>CTNNB1</i>#1</b> | GCGCATGGAAGAAATAGTTGAA                                   |
| <b>sh<i>CTNNB1</i>#2</b> | GCCTTTAGCTGTATTGTCTGAA                                   |

**Supplemental Table 5. Primer sequences for qRT-PCR.**

| <b>Genes</b>         | <b>Forward primer (5'-3')</b> | <b>Reverse primer (5'-3')</b> |
|----------------------|-------------------------------|-------------------------------|
| <b><i>FABP4</i></b>  | ACTGGGCCAGGAATTTGACG          | ACGCATTCCACCACCAGTTTA         |
| <b><i>PPARG</i></b>  | GCAAACCCCTATTCCATGCTG         | GTGTCAACCATGGTCATTTCTTGT      |
| <b><i>GAPDH</i></b>  | CCGGGAAACTGTGGCGTGATGG        | AGGTGGAGGAGTGGGTGTCGCTGTT     |
| <b><i>Ccl2</i></b>   | TAAAAACCTGGATCGGAACCAAA       | GCATTAGCTTCAGATTTACGGGT       |
| <b><i>Il6</i></b>    | CTGCAAGAGACTTCCATCCAG         | AGTGGTATAGACAGGTCTGTTGG       |
| <b><i>Tnf</i></b>    | GGTGCCTATGTCTCAGCCTCTT        | GCCATAGAACTGATGAGAGGGAG       |
| <b><i>Fabp4</i></b>  | AAGGTGAAGAGCATCATAACCCT       | TCACGCCTTTCATAACACATTCC       |
| <b><i>Actb</i></b>   | GGCTGTATTCCCCTCCATCG          | CCAGTTGGTAACAATGCCATGT        |
| <b><i>Col1a1</i></b> | GCTCCTCTTAGGGGCCACT           | CCACGTCTCACCATTGGGG           |
| <b><i>Col1a2</i></b> | GGAACAAATGGGCTCACTGG          | GCTCACCTTGTTACCGGAT           |
| <b><i>Acta2</i></b>  | GTCCCAGACATCAGGGAGTAA         | TCGGATACTTCAGCGTCAGGA         |
| <b><i>Tnfb1</i></b>  | GTCCTGGAGTTGTACGGCA           | GAAGGGCCGGTTCATGTCAT          |

## Supplemental references

1. Kleiner DE, et al. Design and validation of a histological scoring system for nonalcoholic fatty liver disease. *Hepatology*. Jun 2005;41(6):1313-21.
2. Huch M, et al. Long-term culture of genome-stable bipotent stem cells from adult human liver. *Cell*. Jan 15 2015;160(1-2):299-312.
3. Hu Y, et al. ELDA: extreme limiting dilution analysis for comparing depleted and enriched populations in stem cell and other assays. *J Immunol Methods*. Aug 15 2009;347(1-2):70-8.
4. Szklarczyk D, et al. The STRING database in 2023: protein-protein association networks and functional enrichment analyses for any sequenced genome of interest. *Nucleic Acids Res*. Jan 6 2023;51(D1):D638-D646.
5. Berman HM, et al. The Protein Data Bank. *Nucleic Acids Res*. Jan 1 2000;28(1):235-42.
6. Christoffer C, et al. LZerD webserver for pairwise and multiple protein-protein docking. *Nucleic Acids Res*. Jul 2 2021;49(W1):W359-W365.
7. Christoffer C, et al. LZerD Protein-Protein Docking Webserver Enhanced With de novo Structure Prediction. *Front Mol Biosci*. 2021;8:724947.
8. The PyMOL Molecular Graphics System, Version 3.0 Schrödinger, LLC.
9. Dunn KW, et al. A practical guide to evaluating colocalization in biological microscopy. *Am J Physiol Cell Physiol*. Apr 2011;300(4):C723-42.

# Supplementary material for: Adipocyte-derived FABP4 promotes metabolism-associated steatotic liver–induced hepatocellular carcinoma by driving ITGB1-mediated β-catenin activation
**Source:** J Clin Invest. 2025 Dec 15;135(24):e182322. doi: 10.1172/JCI182322

Unedited blots for Figure 5D

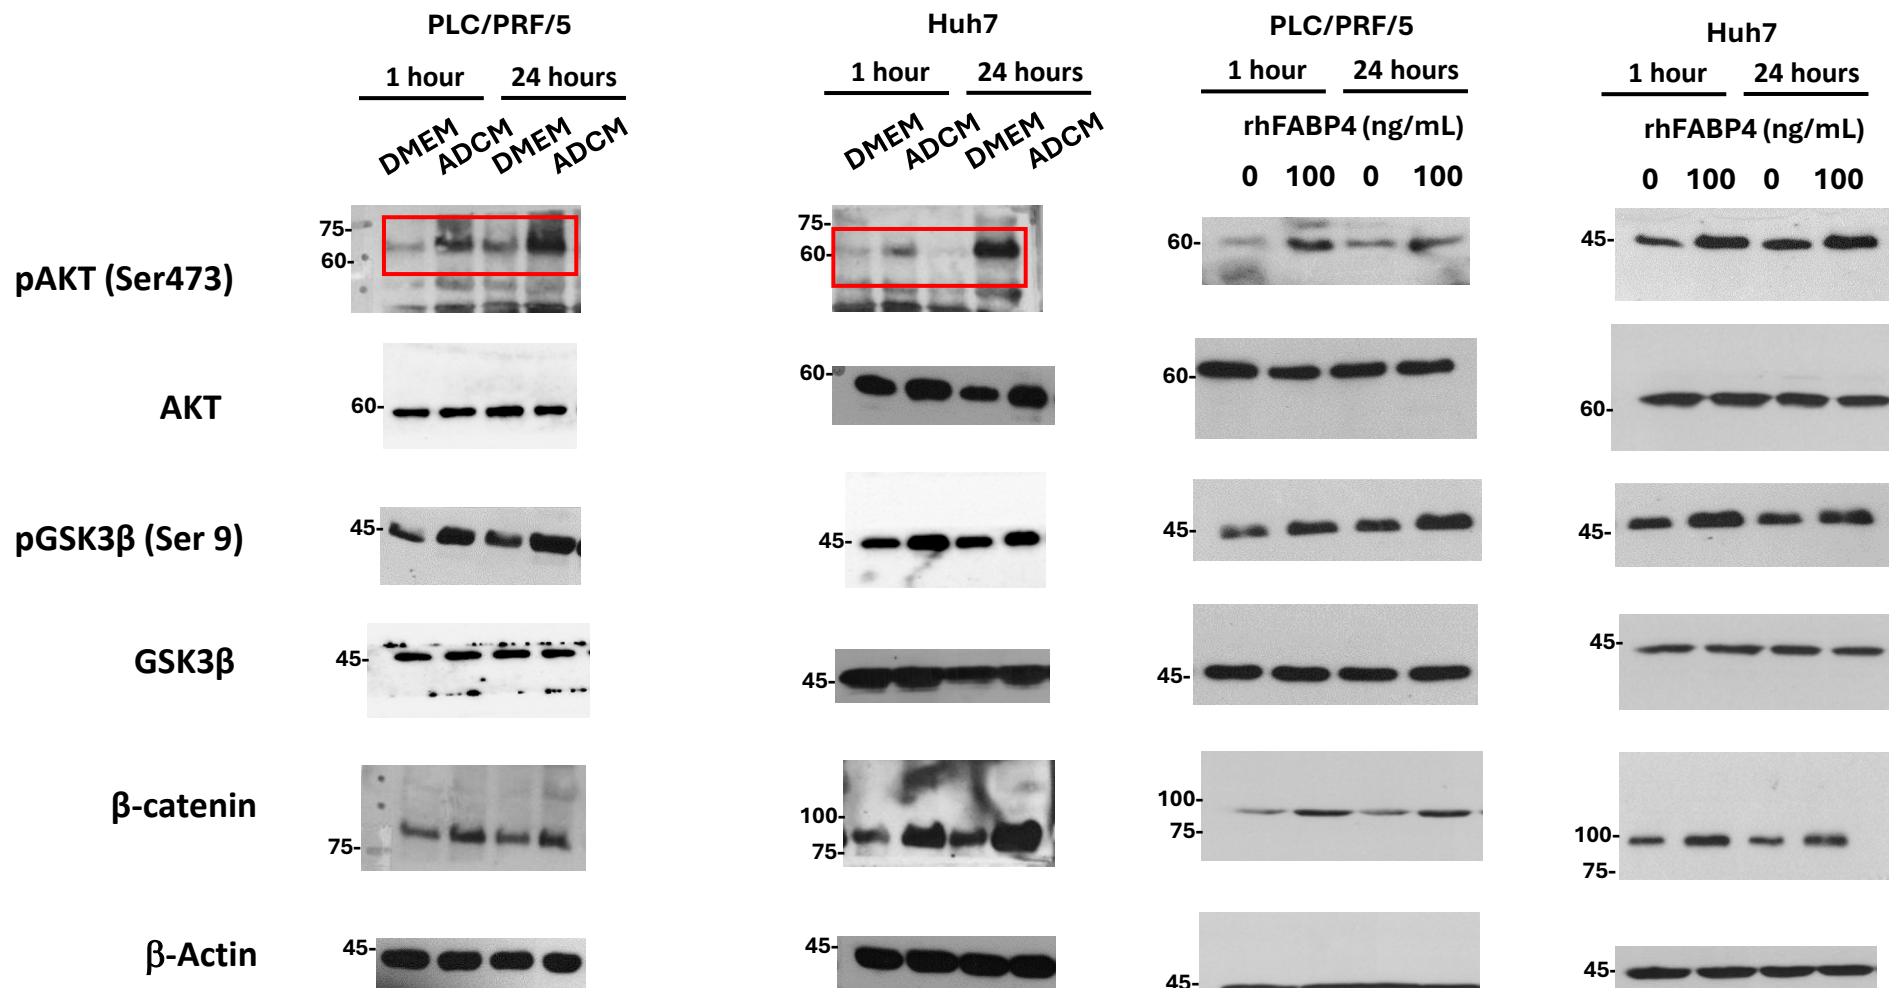

Unedited blots for Figure 6F

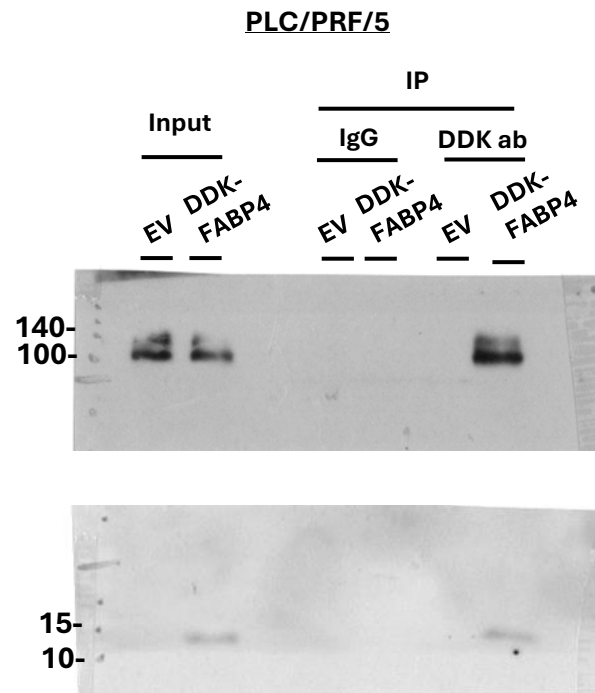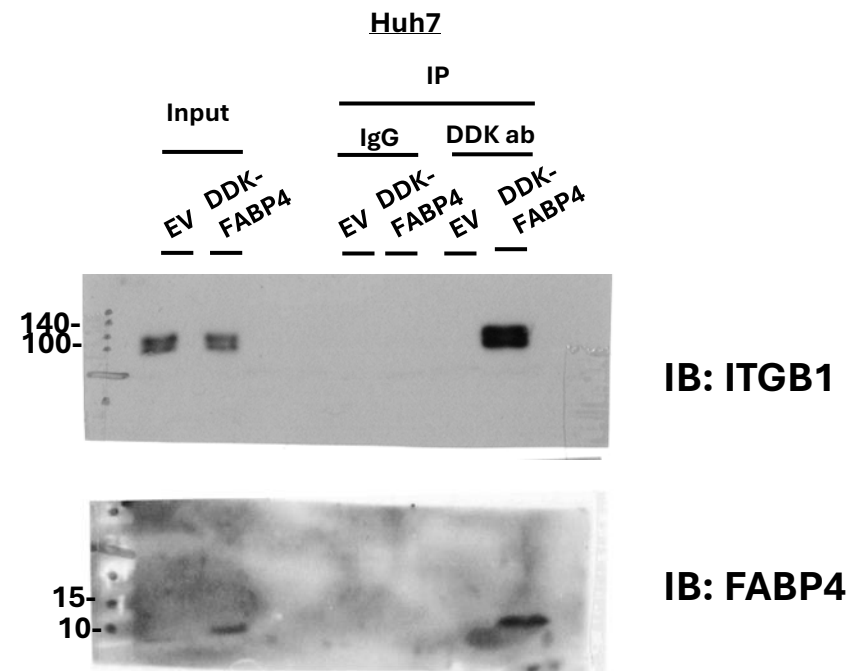

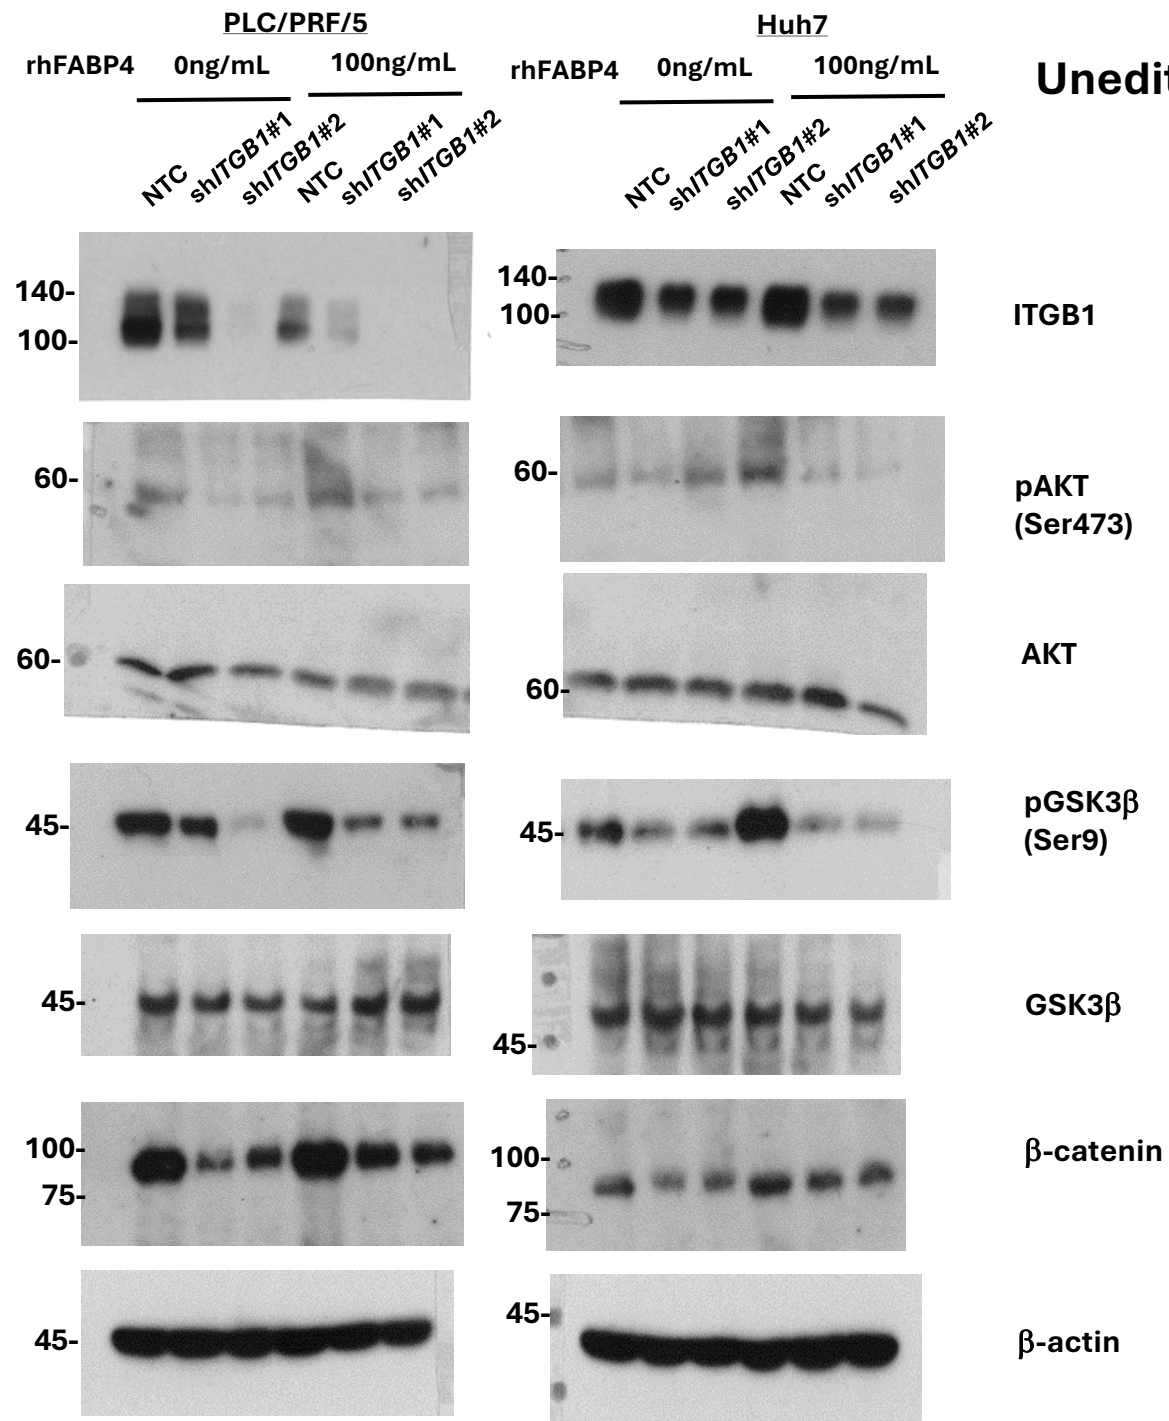

Unedited blots for Figure 6G

Unedited blots for Figure 7A

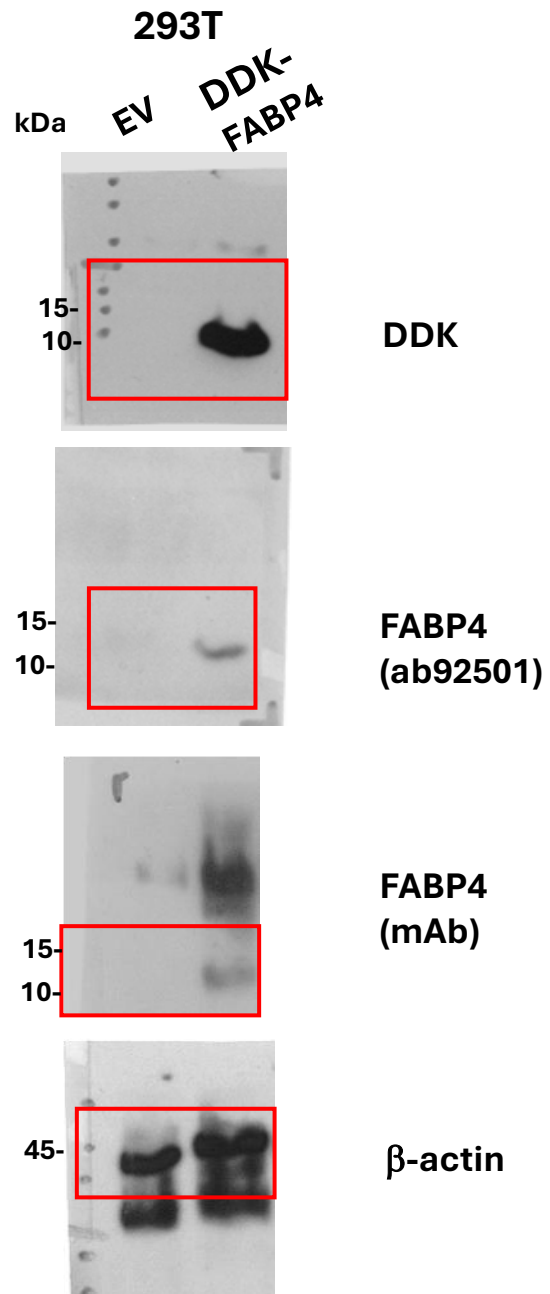

Unedited blots for Supplemental Figure 6A-C

A

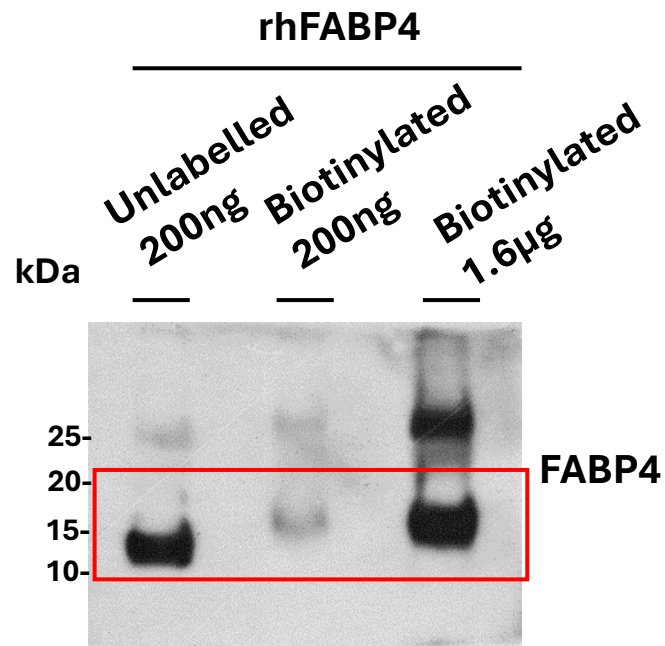

B

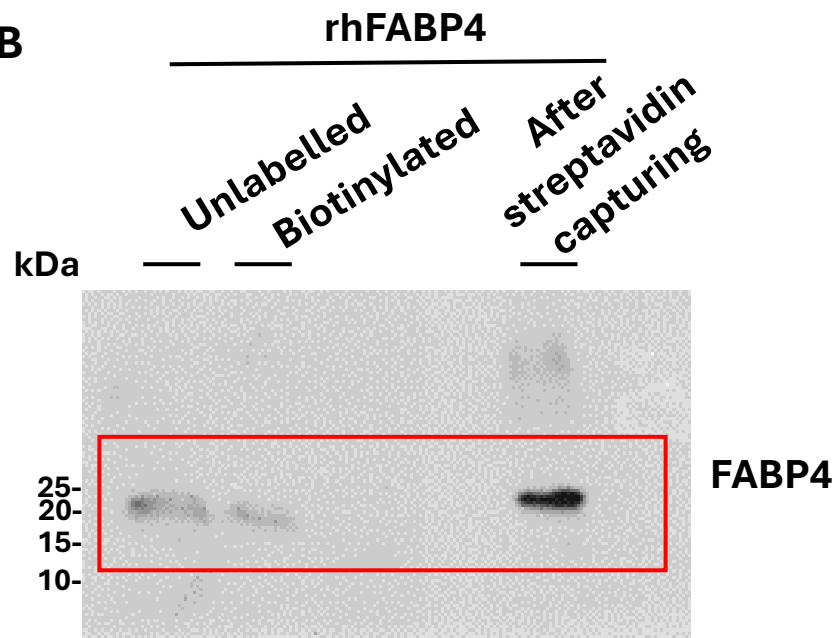

C

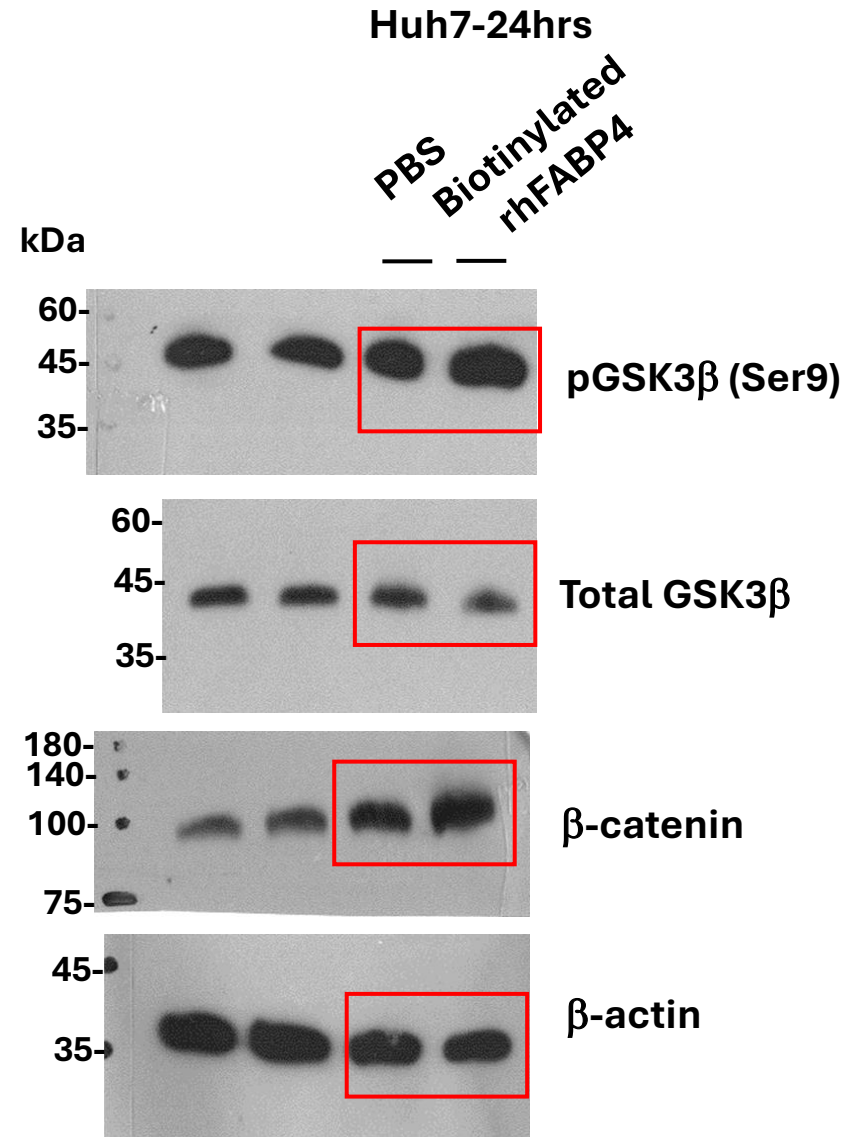

A**Unedited blots for Supplemental Figure 8A-B**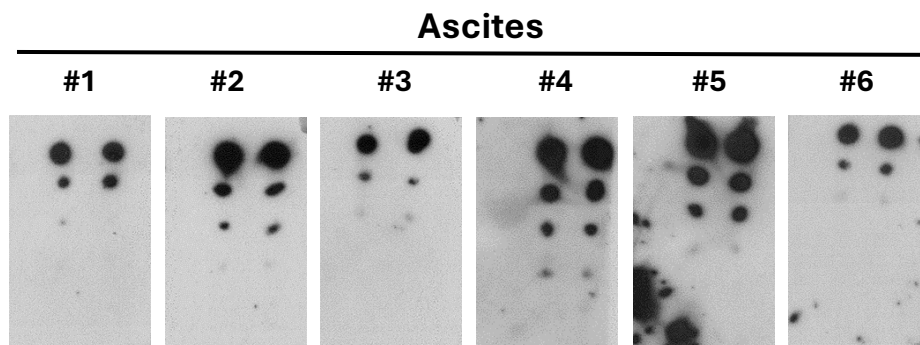**B**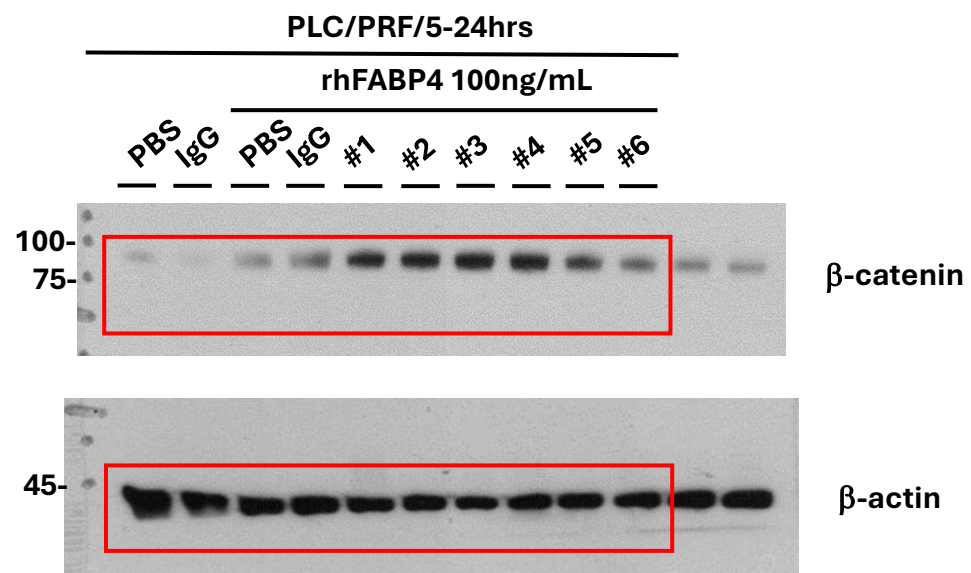

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

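PolyA RNA of liver tumors from mice given DEN and a HFD was sequenced by the authors, 1 library from WT and 1 from *Fabp4-/-*. The number of mice or tumors in each library is not given in the sources used here. The submitters' processing notes name STAR 2.5.2, RSEM 1.2.31 and the build mm10, without their settings. The authors deposited 1 table of genes with 4 kinds of values. The TPM values of the authors sum to 1000000 in each library. The normalised counts that the authors deposited are a signal on a read scale, RSEM expected counts divided by 1 size factor per library: every value below 10000 read pairs was a multiple of 0.01 times the most frequent value above 0 (0.882 for WT and 1.13 for *Fabp4-/-*), taken as the value of 1 read pair, and 86.0% and 86.5% of the values above 0 were whole reads, both to within 0.0001 read pairs. The ratio of the size factors, *Fabp4-/-* over WT, was 0.777, which equals the median read ratio over the 20007 genes above 0 in both libraries. The fold changes deposited by the authors, posterior and real, are always 1 or more, with the direction in a separate column. The real fold is the ratio of normalised counts after adding 0.01. The authors deposited no p-value but an FDR, which equals 1 minus the posterior probability of differential expression, a score the authors also deposited. The tool of the comparison is not given in the sources used here. With 1 library per genotype, the FDR takes no account of variation between mice or tumors.
The values analysed were TPM as deposited, because the table holds no raw counts, with a pseudocount of 0.5 and a minimum of 1 TPM in the higher library, which 13557 genes reached. The design had foreseen TMM scaling for raw or expected counts, which the table does not list as such. Estimated read pairs were obtained from the normalised counts by dividing by the value of 1 read pair, and were used for depth and for exact binomial 95% confidence intervals of ratios. These intervals cover counting error only. Amplified copies of a molecule are not told apart in them.
No replicate test was possible with 1 library per genotype. Genes were counted at a 2-fold difference, and the criteria of the study, a log2 fold change above 4 and an FDR under 0.05, were applied to the authors' deposited columns. For each of 36 gene lists, holding 910 genes written down from textbook knowledge, the median log2 ratio of the measured members was ranked among 10000 random lists drawn with seed 1 from the same of 20 expression bins. A list of under 3 measured members was given no median. Simulated data for the *Fabp4-/-* and WT libraries covered 13307 genes. There, 4 of 4 lists shifted by 1 (log2) and 4 of 4 shifted by 2 were found in the right direction. Of 40 unshifted lists, 1 was called. All simulated lists had the same size, larger than the smallest lists measured here, and the noise was an assumed value. Recovery in small lists was therefore not tested. Each gene was simulated independently of the others, so the rate of calls for lists of co-regulated genes was not tested either. The genes named were drawn from several groups, and not all members are given. They are genes the paper names, Wnt list members past the study criteria, and up to 4 members per list with the largest ratio either way. To these come the 10 highest and 10 lowest ratios among genes at 10 TPM or more, without predicted genes and pseudogenes. A few others, such as *Glul* and *Fabp5*, were chosen after their values were seen.
Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Coordinates are those of the deposited table. Of its 48526 gene identifiers, 48144 are in GENCODE M21 and 42221 have the same position there. Alternatives were median centring, upper quartile scaling, totals without the 20 most abundant genes, pseudocounts of 0.1 and 1, no minimum, a minimum of 5 TPM, random lists without matching, other thresholds, and, chosen after seeing the data, the authors' normalised counts, a minimum of 20 estimated read pairs, the real fold change and a fold change above 4. Multigene families such as the Mup, Ugt2b and Cyp2b genes share reads, which RSEM divides by estimate. The strand setting is not given in the sources used here. The RNA-seq of PLC/PRF/5 cells was not analysed here.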

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

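Protein-coding genes that the paper does not discuss, past its criteria and at 10 TPM or more in the *Fabp4-/-* library, were picked out because their level there was above that in the WT library. The log2 ratio of TPM was 6.62 for *Ly6k*, 4.44 for *Camk2b*, 4.25 for *Hamp2*, 3.97 for *Thrsp*, 3.95 for *Pnpla5* and 3.28 for the nicotinic receptor gene *Chrna4*. *Ly6k* had 10 estimated read pairs in WT and 2898 in *Fabp4-/-*, and *Hamp2* 17.0 and 485. *Pnpla5* was at 0.86 TPM in WT and 20.5 TPM in *Fabp4-/-*, and *Chrna4* at 3.06 TPM and 34.1 TPM. The rule for this selection was chosen after the values were seen.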

How the results depend on the processing

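No paired analysis was possible because each genotype has 1 library. Scaling one library shifts well-expressed genes nearly alike, so it tests the rank of a list only through the pseudocount, which holds back genes of low TPM, and through the genes that pass the minimum. Of 16 lists that stood apart, 12 did so under each of the 10 alternatives run for lists, of which normalised counts and a minimum of 20 read pairs were chosen after seeing the data. Over all measured lists, 318 of 350 alternative values kept their side of the thresholds, 10 lost it, 21 passed a threshold only in the alternative and 1 reversed. The median of all measured genes was −0.46 by TPM, −0.16 with median centring, 0.01 with upper quartile scaling, −0.31 with totals without the 20 most abundant genes and 0.04 by normalised counts. Genes at least 2-fold higher and lower, 296 and 1928 by TPM (86.7% lower), became 488 and 1069 (68.7% lower) with median centring, 670 and 804 (54.5% lower) with upper quartile scaling and 781 and 1030 (56.9% lower) by normalised counts. With a minimum of 5 TPM, 1083 were lower. At 1.5-fold, 568 were higher and 5318 lower, and at 16-fold, 18 and 22. The *Ctnnb1* ratio was −0.52 with median centring, −0.34 with upper quartile scaling, −0.67 without the top genes and −0.26 by normalised counts, negative in each. The 206 genes past the study criteria became 21 with the log2 ratio of TPM, 80 with at least 1 TPM and, both chosen after seeing the data, 761 with a fold change above 4 and 235 with the real fold. Wnt list members numbered 14 at a log2 fold change above 2, a cut that more genes of any kind pass, so this count alone does not show enrichment. Percentiles of lists moved across a threshold as follows. With median centring, Wnt ligands and receptors were at 98.1 and macrophage markers at 4.13. With upper quartile scaling, integrins were at 2.42, macrophage markers at 16.6 and neutrophil markers at 98.1. Without the top genes, Wnt ligands and receptors were at 99.2. With no minimum, integrins were at 0.57, inflammatory genes at 29.0, hedgehog and BMP genes at 99.3, intestinal markers at 92.2, macrophage markers at 8.17, neutrophil markers at 99.97 and cholangiocyte markers at 1.18. With a minimum of 5 TPM, integrins were at 0.20, fibrosis genes at 0.54, pancreatic genes at 0.68, endothelial markers at 97.6, macrophage markers at 4.59, B and plasma cell markers at 2.51, neutrophil markers at 98.8, mesothelial and smooth muscle markers at 99.5, and cholangiocyte markers at 97.7 in place of 15.2, a reversal. Without matching, integrins were at 1.28, acute phase genes at 99.4 and macrophage markers at 4.17. By normalised counts, integrins were at 0.33, cell cycle genes at 99.1, inflammatory genes at 3.15, endothelial markers at 98.3, macrophage markers at 3.51 and cholangiocyte markers at 0.17. With at least 20 read pairs, endothelial markers were at 97.54. Fewer or more members enter under another minimum, and otherwise the cause was not tested. At this depth, ratios of genes with a few read pairs in one library, such as *Fabp4*, are known only within a wide interval.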

Other observations

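Markers of lymphocytes were lower in the *Fabp4-/-* tumor library. Of 17 measured T and NK cell markers, 16 were at least 2-fold lower and 0 higher, by TPM and by normalised counts, with a median log2 ratio of −2.20 that lay below all 10000 random lists. *Cd8a* was at 7.91 TPM in WT and 0.40 TPM in *Fabp4-/-*, *Cd3g* at 16.2 TPM and 1.12 TPM, and *Nkg7*, a cytotoxic granule gene, at 14.4 TPM and 1.43 TPM. Of 12 B and plasma cell markers, 6 were lower and 0 higher by TPM, and 4 and 0 by normalised counts (median −1.10, percentile 0.12, but 2.51 with a minimum of 5 TPM). Of 18 inflammatory genes, 9 were lower and 0 higher by TPM, and 7 and 3 by normalised counts. Their median of −0.80 by TPM stood apart (percentile 0.29), but that of −0.29 by normalised counts did not (percentile 3.15), nor did the list with no minimum (percentile 29.0). The T cell chemokines *Cxcl9*, at 75.8 TPM and 7.76 TPM, and *Ccl5*, at 110 TPM and 10.7 TPM, led them, while *Tnf* was at 1.78 TPM and 0.40 TPM, and *Ccl2* at 10.7 TPM and 7.92 TPM, lower by TPM but with a log2 ratio of 0.14 by normalised counts. *Il6*, for which the paper also lists qPCR primers, went the other way, with a log2 fold change of 1.12 in the authors' deposited table. The paper reports lower inflammatory and fibrotic gene expression in livers, whereas these libraries are from tumors. The 33 fibrosis genes had a median of −0.58 by TPM (percentile 5.03) and −0.07 by normalised counts, with 1 at least 2-fold higher and 11 lower by TPM, and 2 and 7 by normalised counts. *Col1a1*, at 35.7 TPM and 31.0 TPM, and *Tgfb1*, at 17.2 TPM and 12.5 TPM, were lower by TPM but higher by normalised counts (log2 ratios 0.38 and 0.19), and *Acta2*, at 20.2 TPM and 33.3 TPM, was higher by both. For *Col1a2* the log2 fold change in the authors' deposited table was 0.004. Macrophage and Kupffer cell markers (20 measured, median −0.68, percentile 2.42) stood apart only narrowly by TPM, not by normalised counts (percentile 3.51), and went both ways, with 1 at least 2-fold higher and 5 lower by TPM, but 4 higher and 1 lower by normalised counts, and 5 higher and 0 lower at an FDR under 0.05 in the authors' deposited table. *Marco* was at 0.51 TPM in WT and 1.93 TPM in *Fabp4-/-*, *Adgre1* at 5.01 TPM and 2.31 TPM, and *Cd68* at 31.9 TPM and 25.4 TPM, lower by TPM but with a log2 ratio of 0.24 by normalised counts. Medians and percentiles of other cell types were −0.26 and 97.3 for endothelial, −0.16 and 96.8 for neutrophil, −0.40 and 11.6 for erythroid, −0.71 and 15.2 for cholangiocyte, −0.23 and 89.1 for mesothelial and smooth muscle, −0.41 and 46.4 for adipocyte and 0.63 and 99.9 for intestinal markers. The last, at percentile 92.2 with no minimum, rests on 5 genes that went both ways, with *Krt20* at 4.29 TPM and 23.2 TPM and *Vil1* at 6.14 TPM and 0.27 TPM. None of 10 pancreatic endocrine markers passed 0.01 TPM.
Genes of lipid synthesis were higher in the *Fabp4-/-* library. The 24 cholesterol synthesis genes had a median of 0.82, above all random lists, with 2 at least 2-fold higher and 0 lower by TPM, and 19 and 0 by normalised counts. *Fdps* was at 161 TPM in WT and 416 TPM in *Fabp4-/-*, and *Hmgcs1* at 207 TPM and 399 TPM. Of 21 fatty acid synthesis genes, 7 were higher and 0 lower by TPM, and 13 and 0 by normalised counts (median 0.62, above all random lists), among them *Acss2* at 11.6 TPM and 48.0 TPM. The 24 fatty acid-binding protein and lipid droplet genes had a median of −0.11 by TPM (percentile 99.4) and 0.45 by normalised counts, with *Pnpla3* at 2.67 TPM and 15.0 TPM. Hepatocyte markers (25 measured, median 0.22 by TPM and 0.77 by normalised counts, percentile 99.99) were also higher relative to other genes, with *Ttr* at 3469 TPM and 7455 TPM. The lipid droplet list lay below them by either measure, so no rise beyond that of hepatocyte genes is shown for it. Of 28 male-biased liver genes, 12 were higher and 0 lower by TPM, and 17 and 0 by normalised counts (median 0.72), and of 19 female-biased genes, 4 were higher and 1 lower by TPM, and 6 and 1 by normalised counts (median 0.26), both medians above all random lists. The female-biased median was close to that of hepatocyte markers by TPM, and by normalised counts (0.86 beside 0.77), so little rise beyond hepatocyte genes is shown for that list. *Mup7*, which shares reads with other Mup genes, was at 28.4 TPM and 199 TPM, and *Cyp2b13* at 5.51 TPM and 24.4 TPM. Fatty acid oxidation (25 genes, median −0.30, percentile 35.4), cell cycle (27 genes, median −0.40, percentile 91.8) and acute phase genes (22 genes, median −0.17, percentile 66.0) did not stand apart by TPM. *Pcna* was at 25.2 TPM and 22.0 TPM, lower by TPM but with a log2 ratio of 0.40 by normalised counts, and *Lcn2* at 2893 TPM and 1042 TPM.
The tests in the paragraphs that follow were all chosen after the values were seen, and the intervals are bootstraps over list members. Pericentral and β-catenin target genes were lower while periportal genes were higher. Scaling one library moves both lists in the same direction. The distance between their medians, 4.09 on normalised counts (log2, 95% interval 3.11 to 4.64), restates the pattern and adds no separate test of it. A smaller share of hepatocytes would have lowered hepatocyte markers as well, and their median lay 2.48 above that of the pericentral and target genes (95% interval 1.44 to 2.72). The loss of *Fabp4* and a difference in β-catenin activity between the tumors sampled cannot be told apart, since the smaller condition has 1 library.
T and NK cell genes were lower, and so were genes of mast cells. Of 12 mast cell genes, a list written after some of their values had been seen, 10 were at least 2-fold lower by normalised counts, with a median log2 ratio of −5.84, and *Kit* (3.55 TPM and 2.41 TPM) and *Hdc* (2.17 TPM and 2.11 TPM), which other cells also express, were not. A smaller share of all non-hepatocyte cells in the *Fabp4-/-* library would have lowered endothelial markers alike, but the T and NK cell median lay below theirs, at a difference of −1.94 (95% interval −2.55 to −1.52). Lymphoid tissue in the WT sample would have brought B cells as well as T cells. The T and NK cell median differed from that of B and plasma cell markers by −1.10 (95% interval −1.93 to −0.40), so T and NK cell markers were lower by more. B and plasma cell markers were lower too, with a median log2 ratio of −1.10, and their list joins B cell with plasma cell genes. The difference therefore does not decide, and lymphoid tissue could not be excluded. An effect of the genotype on immune cells in the tumor also remains open and was not tested.
Sequence of another strain carried along with the knockout allele might alter the expression of genes near *Fabp4*. The paper describes the knockout mice as of C57BL/6N background and the controls as littermates. Sequence next to the allele is inherited with it, and the strain in which the allele was made is not given in the sources used here. Within 10 Mb of *Fabp4*, 6 of 35 other measured coding genes differed at least 2-fold by normalised counts, among them *Fabp5*, and *Car3* at 252 TPM in WT and 695 TPM in *Fabp4-/-*. Of 10000 random windows with as many neighboring genes, 20.9% held at least as many such genes, so the values do not decide.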
